# miRScore: A rapid and precise microRNA validation tool

**DOI:** 10.1371/journal.pcbi.1013663

**Published:** 2025-11-03

**Authors:** Allison Vanek, Sam Griffiths-Jones, Blake C. Meyers, Saima Shahid, Michael J. Axtell

## Abstract

MicroRNAs (miRNAs) are small non-protein-coding RNAs that regulate gene expression in many eukaryotes. Next-generation sequencing of small RNAs (small RNA-seq) is central to the discovery and annotation of miRNAs. Newly annotated miRNAs and their longer precursors encoded by *MIRNA* loci are typically submitted to databases such as the miRBase microRNA registry following the publication of a peer-reviewed study. However, genome-wide scans using small RNA-seq data often yield high rates of false-positive *MIRNA* annotations, highlighting the need for more robust validation methods. miRScore was developed as an independent and efficient tool for evaluating new *MIRNA* annotations using sRNA-seq data. miRScore combines structural and expression-based analyses to provide rapid and reliable validation of new *MIRNA* annotations. By providing users with detailed metrics and visualization, miRScore enhances the ability to assess confidence in *MIRNA* annotations. miRScore has the potential to advance the overall quality of *MIRNA* annotations by improving accuracy of new submissions to miRNA databases and serving as a resource for re-evaluating existing annotations.

## Author summary

MicroRNAs (miRNAs) play a major role in gene regulation in most eukaryotic organisms. Genome-wide analysis of miRNAs and miRNA-encoding precursors (here, *MIRNA*s), can lead to numerous false positive annotations. Criteria for *MIRNA* annotation often use a combination of short RNA sequencing and predicted RNA secondary structural properties of precursors. However, implementation of these criteria varies. Here, we introduce a tool, miRScore, developed to standardize *MIRNA* validation using accepted annotation criteria. miRScore is intended to improve the quality of *MIRNA* annotation. miRScore takes as input one or more putative miRNA sequences, one or more corresponding precursor RNAs, and short RNA sequencing data. miRScore quickly and accurately evaluates each candidate in the context of the provided data and determines whether each annotation meets all criteria. These results can be used to determine high-confidence miRNAs for cataloging and downstream analysis.

## Introduction

MicroRNAs (miRNAs) are a class of small, non-coding RNAs that regulate gene expression within eukaryotes. This regulation typically occurs when a miRNA, which is loaded into an RNA-induced silencing complex (RISC), imperfectly base pairs to a target messenger RNA (mRNA). The RISC then frequently acts as an endonuclease to cleave the mRNA or to otherwise inhibit its translation [1–4]. miRNA-directed regulation of mRNAs is crucial in various biological processes such as developmental timing [5–7], metabolism [8,9], and defensive pathways [10–13] in both plants and animals. Although miRNA biogenesis varies somewhat between animals and plants, the fundamental aspects of miRNA structure and function are conserved [14]. In both plants and animals, the precursors of miRNAs are generally transcribed by RNA polymerase II from an endogenous *MIRNA* gene. While many *MIRNA* primary transcripts are transcribed as independent genes from intergenic regions, some are processed from the introns of protein-coding mRNAs [4]. Transcription results in a long single-stranded RNA containing a hairpin, called the primary miRNA (pri-miRNA). The hairpin embedded within the primary transcript is then processed by sequential endonuclease activity (Drosha and Dicer in animals, or by a single Dicer-Like protein in plants) to release a miRNA duplex. The miRNA duplex is a double-stranded RNA, typically with a few mismatched and/or bulged nucleotides, which consists of the mature functional strand (miRNA) and passenger strand (miRNA*). The miRNA duplex is unwound, and a single-stranded mature miRNA is bound to an Argonaute protein to form the RISC. Most frequently a single strand from this duplex is incorporated into RISC and regulates mRNAs; in some cases both strands from the miRNA duplex become separately bound to different RISCs and have two distinct constellations of mRNA targets. For details of microRNA biogenesis, see [4,15,16].

Alignment of deep small RNA-sequencing (sRNA-seq) data to a reference genome is a common method for *MIRNA* annotation and quantification. Several tools such as ShortStack [17,18], miRador [19], miRDeep [20], and miRDeep-P2 [21], have been developed to annotate miRNAs and other small RNAs using sRNA-seq data. These tools typically work by aligning sRNA-seq data to a reference genome, followed by evaluation of potential miRNA-encoding loci (*MIRNA)*. One way candidate *MIRNAs* are identified is by the distinctive alignment pattern of the miRNA/miRNA* duplex reads to the hairpin precursor. miRNA and miRNA* reads from sRNA-seq align to a single genomic strand, as their precursors are single-stranded transcripts. These reads align a short distance from each other, forming two distinct “stacks” of read coverage [17,22]. *MIRNA* primary transcripts are typically short-lived and hard to detect using sRNA-seq or regular mRNA-seq. Most sRNA-seq centered *MIRNA* identification tools thus annotate “hairpin” sequences that encompass the stem-loop region and some adjacent sequence of pre-determined length. The start and stop positions of these annotations do not necessarily correspond to the ends of the actual primary transcripts. The secondary structure of this putative hairpin precursor is then predicted. For true *MIRNAs*, the predicted secondary structure of the putative precursor RNA is an imperfect stem-loop. Furthermore, two stacks of aligned sRNA-seq reads from the miRNA and the miRNA* are found on opposite arms of the predicted stem-loop with a diagnostic two nucleotide 3’-overhang. Generally, the sequence with the most abundant set of reads is termed the ‘mature’ miRNA, while the sequence with less abundant reads is the ‘star’ sequence. Detection of reads from both arms of the miRNA duplex is required to confirm the predicted duplex [23–25]. Identification of candidate *MIRNAs* using sRNA-seq is therefore dependent on empirical evaluation of read alignment patterns in the context of the presumed precursor’s predicted RNA secondary structure.

The identification of *MIRNAs* through deep sequencing data poses some challenges. One is the handling of multimapping reads, in which there are multiple best-scoring alignments for a single read. This occurs frequently with sRNA-seq data due to shorter read lengths and the fact that identical miRNAs can be encoded by paralogous loci [18]. Another challenge is distinguishing true *MIRNAs* from other sRNA classes such as short-interfering RNAs (siRNAs), which have their own unique alignment patterns and criteria [23,26]. Each *MIRNA* discovery tool employs distinct methods for handling these challenges, with varying degrees of performance for identification of novel *MIRNAs* in plants and animals [17,19–21]. The lack of uniform implementation of well-defined *MIRNA* criteria, coupled with the challenging nature of informatically distinguishing miRNAs from noise or other sRNA species, has led to diminishing confidence in the overall quality of existing *MIRNA* annotations [24,27–30].

There have been considerable efforts to define *MIRNA* criteria to improve the quality of annotations [23–25,31]. Some miRNA databases contain a significant number of false positive annotations [28,30,32]. miRBase for example relies on researchers and peer reviewers to assess the validity of miRNAs before submission, and has adopted methods of determining confidence in these community-based annotations [27,32]. The current release of miRBase (V. 22.1) contains over 48,000 mature miRNA sequences from 271 diverse species including animals, plants, and some protists [32]. MirGeneDB has taken a different approach, manually curating *MIRNA* annotations of metazoan species through structural, expression, and conservation analysis [25,31,33]. Whether by database curators or the research community, the assessment of novel miRNAs relies on a degree of manual inspection and evaluation. However, manual inspection of incoming annotations takes significant effort and currently lacks standardized implementation.

While there are many *de novo* miRNA annotation tools and miRNA databases available, a secondary method to quickly analyze novel and annotated *MIRNA*s following genome-wide sRNA annotation is not available. Such a tool, to rapidly check new annotations, could be useful for database curators by removing the need for time-consuming manual inspection of new submissions. A standardized and quick method of automatically validating new *MIRNA* annotations would improve the quality of annotations published and subsequently submitted to online repositories. Retrospective application of such a method could also be used to flag and remove problematic entries in repositories such as miRBase. To address this need, we developed miRScore – a rapid and precise miRNA validation tool. miRScore can rapidly evaluate the annotation of both existing and novel miRNAs against specific sRNA-seq datasets using widely accepted *MIRNA* criteria in plants and animals. It offers a comprehensive evaluation of *MIRNA* loci, analyzing each criterion and producing visualizations of hairpin secondary structure and expression patterns. In this study, miRScore is described and tested using both annotated and novel *MIRNAs* from plants and animals.

## Design and implementation

miRScore is implemented as a Python script that requires several commonly used bioinformatic tools including samtools [34], ViennRNA [35], and bowtie [36]. miRscore is an open-source software available under a permissive MIT license from GitHub at https://github.com/Aez35/miRScore, and is easily installed using Bioconda [37].

### Workflow

miRScore validates *MIRNA* loci by analyzing the hairpin precursor sequence, miRNA duplex, and sRNA-seq data. The validation process is based on a set of previously described criteria which can be categorized as either structural (based on the predicted RNA secondary structure of the precursor) or expression (based on observations of miRNA and miRNA* abundance) (Table 1) [23–25,27,38,39]. miRScore utilizes a “pass/fail” system of reporting: each input *MIRNA* locus will ultimately either pass or fail. In some cases, one or more warnings may be raised for a “passed” entry if certain atypical features are present. A full list of flags and their explanations can be found in Table 2 and in the miRScore README. If one or more flags with a “fail” result are present, the locus will fail. Loci with no flags will pass, as will loci that have one or more flags associated with a “warning” result but no flags with a “fail” result (Table 2).

**Table 1:** Criteria for endogenous miRNAs in plants and animals.

	Criteria	Category
1	One miRNA/miRNA* duplex with a two-nucleotide 3’ overhang	Structural
2	Up to five mismatched (plants) or seven mismatched (animals) nucleotides in the miRNA/miRNA* duplex	Structural
3	No asymmetric bulge larger than three nucleotides	Structural
4	miRNA and miRNA* between 20–24 nucleotides for plants or 20–26 nucleotides for animals	Structural
5	At least ten reads must align perfectly to the miRNA/miRNA*	Expression
6	At least 75% of reads must align to the miRNA duplex and one-nucleotide positional variants (precision)	Expression

**Table 2:** List of potential miRScore flags and their consequences.

Flag	Explanation	Result if flag is present
More than 5 mismatches in duplex	More than 5 base pairs are mismatched in the miRNA duplex.	Fail (plants)/ Warning (animals)
More than 7 mismatches in duplex	More than 7 base pairs are mismatched in the miRNA duplex	Fail
23/24 nt miRNA	The miRNA/miRNA* duplex is 23 or 24 nucleotides in length	Warning
Asymmetric bulge greater than 3	There is an asymmetric bulge greater than 3 base pairs in the miRNA duplex	Fail
Hairpin is less than 50 nucleotides	The user-provided hairpin sequence is less than 50 nucleotides in length	Fail
miRNA multimaps to hairpin	The miRNA or miRNA* provided by the user indexed to multiple locations on the hairpin	Fail
Less than 10 reads in a single library	Less than 10 combined miRNA/miRNA* reads in a single library were detected. Does not meet the read floor.	Fail
No mature or star reads detected	No reads were detected for the miRNA or miRNA* in a single library	Fail
Precision less than 75%	The precision (miRNA reads + miRNA* reads/total reads mapped to hairpin) did not reach 75% in a single library	Fail
No 2nt 3’ overhang	The user-provided miRNA/miRNA* sequences did not form a duplex with a 2nt 3’ overhang	Fail
Hairpin structure invalid	The hairpin secondary structure did not allow indexing of miRNA duplex. This may be due to large bulge or secondary stem loop.	Fail
Mature miRNA length not met	The mature miRNA length is less than or greater than allowed by criteria	Fail
Star length not met	The miRNA star sequence is less than or greater than allowed by criteria	Fail
Precursor > 300 nt	The hairpin sequence is larger than 300 nucleotides	Warning (plants)
Precursor > 200 nt	The hairpin sequence is larger than 200 nucleotides	Warning (animals)

The primary use of miRScore is to rapidly assess novel *MIRNA* annotations prior to publication and submission to miRNA databases (Fig 1A). Users input properly formatted FASTQ or FASTA files containing sRNA sequencing reads, as well as miRNA duplex sequences and hairpin sequences in FASTA format (Fig 1B). The precursor sequences should be extended past the endonuclease cut sites, and the miRNA/miRNA* should not start or end the precursor sequence. This is to allow proper evaluation of the miRNA duplex structure. The identifier of each hairpin should be nearly identical to the corresponding mature miRNA, with the exception being that the mature identifier may contain ‘3p’, ‘5p’, or ‘mature’ and still be discerned. Users may also include miRNA* sequences in the mature FASTA file, provided they be distinguishable from the mature sequence by the either a “-5p”,”-3p”, “.star”, or “*” at the end of the name (i.e. miR399-3p, miR399.star, miR399*) (Fig 1C). The workflow of miRScore is to evaluate structural and expression criteria of all loci, assign a pass or fail result, reanalyze each failed locus for potential rescue (see below), and generate visualizations.

**Fig 1:**
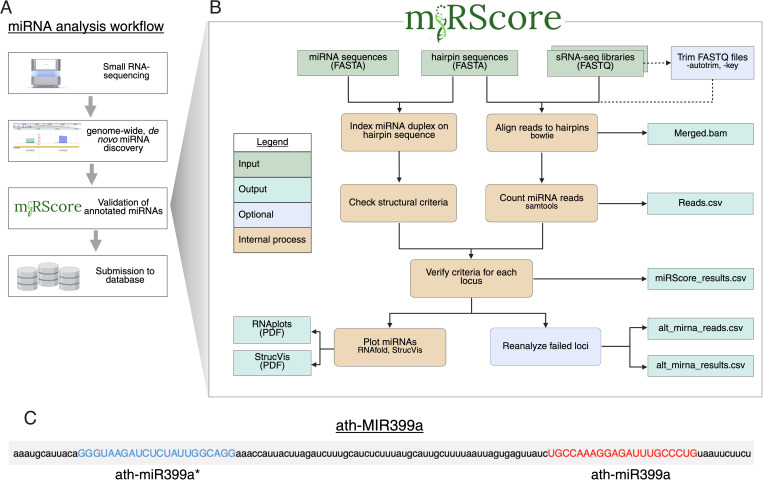
Workflow and input of miRScore. (A) miRScore is designed to follow *MIRNA* annotation in the miRNA analysis workflow. (B) Flow chart describing the inputs and steps of miRNA analysis by miRScore (C) Example of suitable names for sequences for input FASTA files. *MIRNA* hairpin identifier (ath-MIR399a) must match the mature miRNA sequence identifier (ath-miR399a); however, the miRNA* (ath-miR399a*) must have an identifier that distinguishes it from the mature miRNA sequence within the file. Created in BioRender [40].

### Structural evaluation

miRScore predicts the secondary structure of single-stranded hairpin precursors using RNAfold from ViennaRNA [35]. The location of the miRNA and miRNA* sequences are indexed on the hairpin. If the user does not provide a miRNA* sequence, miRScore predicts it by determining the sequence that forms a miRNA/miRNA* duplex with a two-nucleotide 3’ overhang. miRScore then evaluates the miRNA duplex and hairpin against structural criteria (Table 1). This predicted secondary structure is used to determine characteristics such as the number of mismatches and large bulges within the duplex, or whether there is a two-nucleotide 3’ overhang.

### Expression evaluation

The next step of the process is to evaluate expression-based criteria (Table 1). In this phase, miRScore quantifies miRNA abundance and calculates precision for each *MIRNA* locus. Reads from each library are mapped to the hairpin using bowtie version 1.3.1 [36]. All perfect alignments are retained if they align to the forward strand of the putative hairpin sequence. When counting miRNA and miRNA* reads, miRScore allows for one-nucleotide positional variance, which is included to account for biological variation in endonuclease processing during miRNA biogenesis [23]. miRScore requires at least ten reads within a single library to align to the miRNA/miRNA* duplex, allowing for one-nucleotide variants. Raw read counts are used as opposed to normalized values because we are primarily concerned with reproducibility (*i.e.,* observing the miRNA/miRNA* multiple times in a sample) rather than comparative quantification between samples. miRScore then calculates precision for each locus in a library. Precision is defined as the number of reads that map to the miRNA/miRNA* duplex (including one-nucleotide positional variants) divided by the total number of reads which map to the hairpin precursor. The precision threshold is >= 75% (S1 Fig). Only libraries which meet these requirements will have their read count and precision values reported in the results file, but metrics for all libraries can be found within the ‘reads.csv’ file.

### Identifying potential alternative mature miRNAs in failed loci

Optionally, *MIRNA* loci that fail the initial miRScore analysis are reanalyzed to determine if a different potential mature miRNA exists on the hairpin. This optional procedure is triggered if the user specifies the “-rescue” option in the run command. This feature may be helpful in cases where the initially annotated location of the mature miRNA within the hairpin does not agree with the observed sRNA-seq data. Reanalysis begins by determining the most abundant 20–24 nucleotide sequence that maps to the failed hairpin. miRScore then evaluates this sequence as an ‘alternative miRNA’ using structural and expression criteria (Table 1). If the locus now passes (Table 2), miRScore includes this potential ‘alternative miRNA’ in a separate alternative results CSV file. Read counts for all alternative miRNAs are reported in an additional alternative reads CSV file. Any potential “rescued” loci that emerge from this optional pipeline should be scrutinized manually before final annotation and submission to a miRNA registry.

### Output and visualization

After assessing structural and expression-based criteria, miRScore generates a CSV file containing details about each locus along with the relevant flags (Table 2) and a pass/fail result. Lastly, miRScore generates figures for each submitted *MIRNA* locus for visualization of secondary structure and read depth.

## Results and discussion

### Performance analysis for annotated MIRNAs

miRScore is primarily designed as a quick secondary filter to analyze new *MIRNA* annotations prior to submission or acceptance into a permanent repository. Because it assesses the validity of an annotation with respect to specific sRNA-seq datasets, it is not appropriate to conclude that a miRNA whose annotation is not supported by specific datasets is not a *bona fide* miRNA. However, existing repositories contain multitudes of diverse annotations that have already been peer-reviewed and curated and as such are a good source of input data to evaluate the use and performance of miRScore. To this end, we obtained *MIRNA* annotations from miRBase version 22.1 and MirGeneDB version 3.0 from two animal species (*Homo sapiens* and *Mus musculus*) and three plant species from miRBase version 22.1 (*Arabidopsis thaliana, Oryza sativa,* and *Zea mays)* (Table 3). For each plant, five sRNA-seq libraries (S1 File) were acquired from the most frequently cited publication on miRBase that included suitable sRNA-sequencing data [41,42]. sRNA-seq data for animal species were acquired from MirGeneDB website. SRA accession numbers of sRNA-seq data from each species can be found in S1 File. miRScore version 0.3.2 was run using default settings for each dataset.

**Table 3:** *MIRNA* and small RNA-seq data sources.

Organism	*MIRNA* source	Number of sRNA-seq libraries	Citation
*Arabidopsis thaliana*	miRBase v22.1	5	[42]
*Oryza sativa*	miRBase v22.1	5	[7]
*Zea mays*	miRBase v22.1	5	[41]
*Homo sapiens*	miRBase v22.1, MirGeneDB V3.0	29	[31]
*Mus musculus*	miRBase v22.1, MirGeneDB V3.0	15	[31]

The primary output of miRScore is a pass/fail result for each locus, accompanied by flags which indicate specific criteria that a *MIRNA* locus did not meet with respect to the provided sRNA-seq datasets (Table 2). A single *MIRNA* locus may receive multiple flags if it fails to meet multiple criteria, and some flags are warnings instead of failures (Table 2). We evaluated the distribution of failed *MIRNA*s across structural and expression-based categories for all tested species (Fig 2A and 2B).

**Fig 2:**
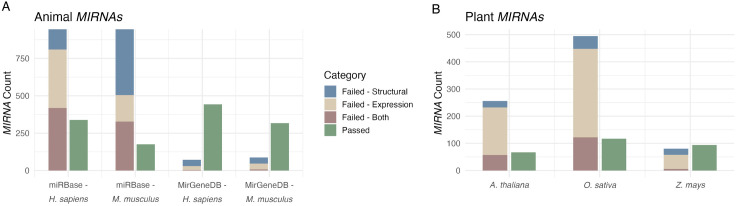
Performance of miRScore in five annotated *MIRNA* datasets. (A) miRScore results for animal *MIRNA* datasets from two databases. (Tan) Number of *MIRNAs* which failed miRScore due to expression criteria. (Blue) Number of *MIRNAs* which failed miRScore due to structural criteria. (Mauve) Number of *MIRNAs* which failed miRScore due to both expression and structural criteria. (Green) Number of *MIRNAs* which met all criteria and passed. (B) miRScore results for plant *MIRNA* datasets sourced from miRBase.

In miRBase animal datasets, many of the failed *MIRNA* loci failed due to both structural and expression criteria (Fig 2A). For example, 885 out of 1615 submitted *H. sapiens MIRNAs* failed due to structural reasons. 526 of these were due to having no 2 nt 3’ overhang within the duplex, often off by a single nucleotide (S2 Fig and S2 File). This was observed in several of the failed *MIRNAs* in the MirGeneDB dataset as well (S2 Fig and S2 File). The 2-nt overhang can be more challenging to interpret for miRNA/miRNA* duplexes which contain asymmetric bulges or large sets of mismatches near the ends. For example, hsa-MIR-9-P1 in MirGeneDB has an asymmetric bulge within the annotated 3’ overhang (S3 Fig and S2 File). These overhangs are interpreted by miRScore as a 3-nt overhang based on the pairing of the first nucleotide of the duplex on the 5’ arm and therefore fails. Most *MIRNAs* from MirGeneDB, which is a curated database, met all criteria within both tested datasets (Figs 2A and S2 and S2 File). For plant *MIRNAs* within miRBase, many failed to meet expression criteria in the given sRNA-seq libraries (Figs 2B and S4 and S3 File). For example, of the 256 failed *A. thaliana MIRNAs*, 173 had no mature or star reads in the analyzed sRNA-seq data, and 41 had a precision of less than 75% (S4 Fig and S3 File). Some of the failures could be attributed to possible tissue-specific or conditional accumulation of the mature miRNA such that the miRNA and/or the miRNA* were absent in the sRNA-seq data used for analysis [24]. These *MIRNAs* meet all structural criteria and would potentially pass given a set of libraries which support expression. Structure failures and some lowly expressed miRNAs could reflect the subset of miRBase annotations that are not true *MIRNAs* [27] or miRNAs made by non-canonical pathways, such as isomiRs and miRtrons.

miRScore visualizations of hairpin secondary structure and read depth for each input locus (Fig 3A–D) allow easy inspection of results with respect to the *MIRNA criteria* (Fig 3E). For example, inspection of the visualizations of *ath-MIR399a* (Fig 3A and 3B), an endogenous *A. thaliana MIRNA*, visually confirms that this locus meets all criteria (Fig 3E). Conversely, *ath-MIR405a* (Fig 3C and 3D) failed miRScore analysis due to unmet expression criteria (Fig 3E).

**Fig 3:**
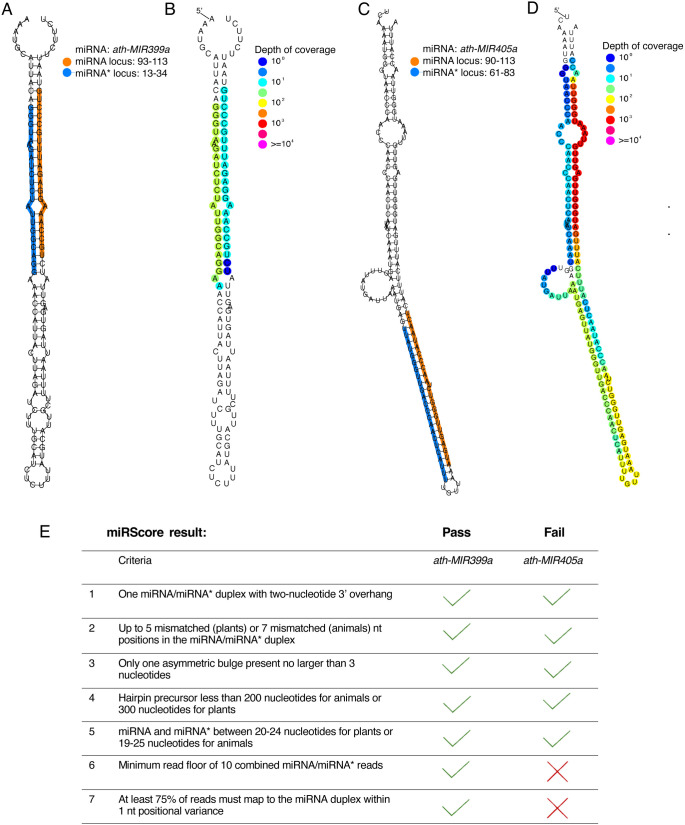
Visualization of RNA secondary structure and read depth for example *MIRNA*s. (A) *ath-MIR399a* RNAplot depicting secondary structure. Mature miRNA (orange) and miRNA* (blue) in RNAplot indicate where the user-provided sequence can be found within the hairpin precursor secondary structure. (B) *ath-MIR399a* Strucvis plot depicting read depth of all submitted libraries. (C) *ath-MIR405a* RNAplot depicting secondary structure. (D) *ath-MIR405a* Strucvis plot depicting read depth of all submitted libraries. (E) miRScore criteria and whether each locus met or failed those criteria.

### Manual validation of annotated MIRNAs

To evaluate miRScore’s classification performance, each *MIRNA* locus across all five species was manually inspected to determine its actual condition with respect to the input sRNA-seq datasets (pass or fail). Manual inspection used a combination of data including plots of RNA secondary structure overlaid with annotation and alignment data (Fig 3A–D) and genome browser visualizations of aligned small RNA-seq data. Manual inspection using the criteria defined in Table 1 yielded no observations of false positives or false negatives in any of the analyzed results (Table 4). The difference in the number of true positive and true negative *MIRNAs* in each dataset is striking. There are several factors that affect the number of failed miRNAs. Between 26–58% of miRNAs in the various datasets failed due to expression criteria. In some cases, this is likely due to the small subset of sRNA-seq libraries used to evaluate performance, as miRNA expression can be tissue and condition specific [24,43]. Therefore, when using a more comprehensive set of libraries, these loci may well pass miRScore evaluation. For this reason, it is recommended that miRNAs be validated through miRScore using the same libraries used to annotate them whenever possible. As a corollary, it must be emphasized that these types of “failures” due to lack of accumulation in selected sRNA-seq libraries do not necessarily reflect incorrect annotations in the databases. Painstaking manual curation activities, including literature analysis, will still be required to confirm the validity of many existing annotations. Secondly, the number of miRNAs that fail due to structural criteria in miRBase is likely due to slightly offset annotations of the miRNA/miRNA* duplex positions. One example is hsa-MIR-202, whose miRBase annotation failed, but has an annotation in MirGeneDB which passes. Another reason for the number of structural failures in the animal datasets is the number of loci with mismatches or bulges near the terminal regions of the duplex. This can be challenging and interpretation of the 2-nt 3’ overhang may vary in these contexts. For example, hsa-let-7a, which contains an asymmetric bulge at the 5’ end of the miRNA, has a miRNA* that is annotated to have what miRScore interprets as a 1-nt 3’ overhang (S3 Fig).

**Table 4:** miRScore performance metrics.

Organism	*MIRNAs* submitted to miRScore	True positive *MIRNAs*	True negative *MIRNAs*	False positive *MIRNAs*	False negative *MIRNAs*
*Arabidopsis thaliana* miRBase	323	67	256	0	0
*Oryza sativa* miRBase	612	117	495	0	0
*Zea mays* miRBase	174	94	80	0	0
*Homo sapiens* miRBase	1615	341	1274	0	0
*Mus musculus* miRBase	1220	174	1046	0	0
*Homo sapiens* MirGeneDB	514	442	72	0	0
*Mus musculus* MirGeneDB	404	317	87	0	0

### Performance analysis for de novo MIRNAs

miRScore was primarily designed to evaluate new *MIRNA* annotations as a quick screen before or upon submission to databases. One common source of new annotations is those produced by tools that perform genome-wide *de novo* annotation such as ShortStack [17], miRador [19], and miRDeep-P2 [21]. We generated *de novo MIRNA annotation*s in four plant species: *Oryza sativa, Zea mays, Arabidopsis thaliana,* and the parasitic plant *Striga hermonthica. Striga hermonthica* was included as it is currently an unannotated species with no *MIRNAs* cataloged in miRBase or any other database, allowing us to test novel *MIRNA* validation. Each annotation tool was run using the same five libraries used for the plant species in the annotated *MIRNA* dataset (Table 3). 

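Small RNA was sequenced in 6 libraries of *Striga hermonthica*, a parasitic plant that feeds on the roots of cereals. Plants of the Kibos ecotype were grown on rice of the variety Kitaake for 45 days under 16-hour light at 30 °C. Of the libraries, 4 came from the haustorium, the organ through which the parasite attaches to the host root, and 2 came from leaf. The sample labels place haustorium replicates 1 and 2 of one group and both leaf replicates at stage 6, without defining the stage. They give no stage for the other 2 haustorium libraries, numbered 1 and 3, and the paper's text does not separate the haustorium groups. The paper names an Illumina NextSeq2000 as the sequencer, whereas the series description names another Illumina model. Neither source says that replicates were separate plants, so p-values measure only the spread between these libraries, which may be technical. The authors trimmed the reads and ran ShortStack version 4.0.4 on default settings with the SHERM assembly, and deposited the raw count of reads per small RNA locus for each library. The same 25056 loci were counted in every library. The counted reads came to 8381235 and 6792159 in haustorium replicates 1 and 3 without a stage, 3031863 and 6952469 in stage 6 haustorium replicates 1 and 2, and 7347827 and 8330854 in leaf replicates 1 and 2. A count covers every read of a locus, so miRNA and miRNA* reads are not separated and precision was not computed here. From the counts, CPM (counts scaled to the counted reads of the library) was computed per library, and groups were compared with edgeR's quasi-likelihood test after TMM normalization. Stage 6 haustorium replicate 2 and leaf replicate 1 stood apart, with TMM factors of 1.77 and 1.75 against 0.608 to 0.981 in the other 4 libraries. Counts of the libraries of a group differed far beyond sampling noise (chi-square per degree of freedom of 117, 130 and 237), which gives no sign that 1 library was deposited more than once but does not show that the samples were separate plants.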

For *S. hermonthica*, novel small RNA-seq libraries were generated from leaf and haustorial tissue. miRScore was then run using annotated miRNAs from these results and the sRNA-seq data used for annotation.

miRDeep-P2 annotated the largest number of *MIRNA*s in each species, with over 2,000 *MIRNA*s from *O. sativa* (Fig 4A). Many loci annotated by miRDeep-P2 failed miRScore evaluation (Fig 4B and S4 File). Interestingly, many failed miRNAs had no miRNA* reads, which is a stated requirement for miRDeep-P2 [21]. Nearly all *MIRNA*s annotated by ShortStack passed miRScore inspection (Fig 4B and S4 File). miRador annotations had a pass rate between 80 and 95% with failing loci flagged for various criteria, most of which were expression-based (S4 File). For novel *Striga hermonthica* annotations, both ShortStack and miRador reported 68 passing *MIRNAs*, while miRDeep-P2 reported 127 passing loci.

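In the count files, ShortStack marked 68 of the 25056 small RNA loci of *S. hermonthica* as *MIRNA*, and the paper's reported number of passing ShortStack *MIRNAs* is also 68. The passing loci could not be compared by name with the marked loci, which were not put through miRScore here. Together these loci held 0.676% ± 0.0973 (SD, n = 2) of the counted reads in haustorium without a stage, 1.35% ± 0.203 (SD, n = 2) in stage 6 haustorium and 1.70% ± 0.860 (SD, n = 2) in stage 6 leaf. The leaf libraries differed, with 2.31% in replicate 1 and 1.10% in replicate 2, so that replicate 2 alone lies below the mean of stage 6 haustorium. All 68 had at least 10 reads in at least 1 library, the read floor of the miRScore criteria, here applied to all reads of the locus. The loci were marked from the reads of these same libraries, so this is no independent test of the criterion. Their mean abundance ranged from 5.95 to 1709 CPM with a median of 72.9 CPM. The 10 most abundant loci, chosen by a rule fixed before the data were examined, held between 55.3% and 68.2% of the *MIRNA* reads of a library.

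**Figure D1:**
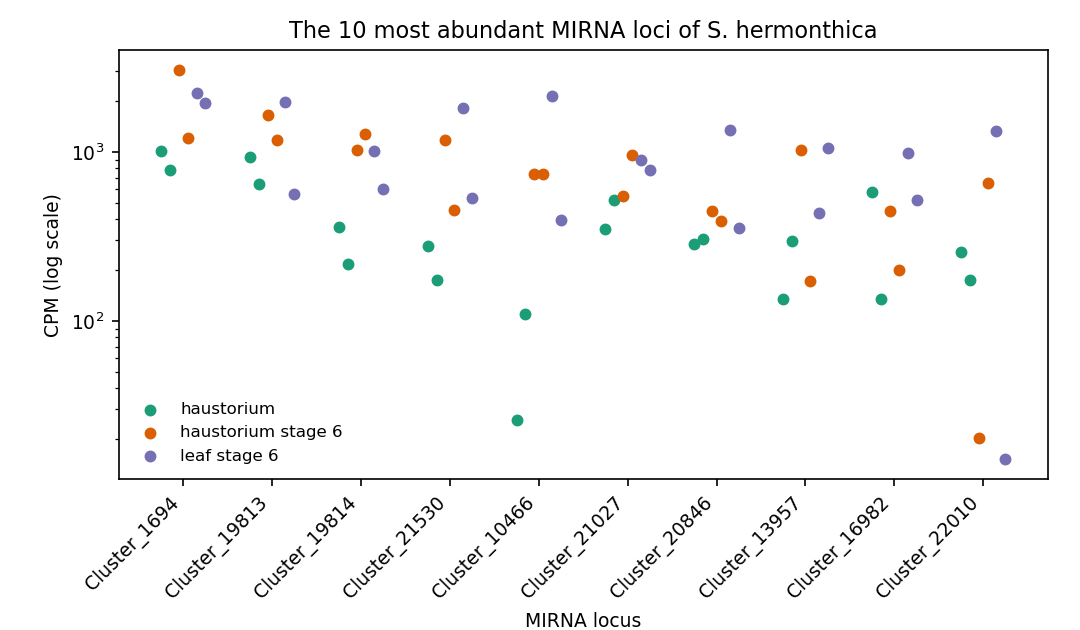
CPM (log scale) of the 10 *MIRNA* loci with the highest mean CPM, 1 point per library and 2 libraries per group, in order of mean CPM. Cluster_1694 is the most abundant at a mean of 1709 CPM, and Cluster_22010 had 126 reads in leaf replicate 2 and 9818 reads in leaf replicate 1.

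The most abundant locus, Cluster_1694, lies on contig CACSLK010003174.1 of the SHERM assembly from 5153724 to 5153873, 26198 nt from the nearest annotated gene, SHERM_11016. It had 900 ± 168.4 CPM (SD, n = 2) in haustorium without a stage, 2133 ± 1315 CPM (SD, n = 2) in stage 6 haustorium and 2096 ± 204 CPM (SD, n = 2) in leaf. Cluster_19813 and Cluster_19814 are neighbours on contig CACSLK010030184.1, from 5401483 to 5401601 and from 5403728 to 5403850, separated by 2126 nt. Their mean abundances were 1162 and 748 CPM. Cluster_21530, on contig CACSLK010031421.1 from 4487239 to 4487368, had a mean of 739 CPM. Cluster_10466, on contig CACSLK010023397.1 from 10612670 to 10612791, had a mean of 693 CPM and lies 478 nt from the gene SHERM_19961. Cluster_21027 and Cluster_20846 lie on contig CACSLK010030875.1, from 3258331 to 3258492 and from 699621 to 699749, with means of 675 and 522 CPM. Cluster_13957 (contig CACSLK010027752.1, 9783227 to 9783374), Cluster_16982 (contig CACSLK010027833.1, 12009958 to 12010094) and Cluster_22010 (contig CACSLK010031421.1, 19033430 to 19033618) had means of 522, 477 and 409 CPM. Of the 68 loci, 65 lie between annotated genes at a median distance of 4443 nt from the nearest, 2 lie on contigs without an annotated gene, and Cluster_11925 overlaps the gene SHERM_21683. The files pair no locus with a miRNA family, so none is named here. The paper gives the proportion of each tool's loci that passed or failed in Fig 4B. It states that miRScore effectively evaluated the output of annotation tools in plants.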

**Fig 4:**
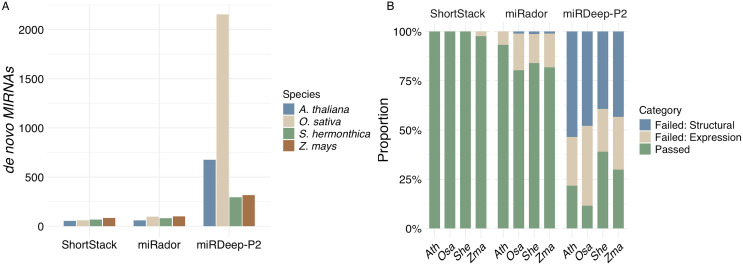
Evaluation of *de novo MIRNA annotation*s in plants. (A) The number of *MIRNAs* predicted by three *de novo* annotation software by species. (B) Proportion of *de novo MIRNA*s from each software which passed or failed miRScore evaluation in each species including *Arabidopsis thaliana* (Ath), *Oryza sativa* (Osa), *Striga hermonthica* (She), and *Zea mays* (Zma).

Unlike annotation software which uses a merged sRNA-seq alignment file to evaluate expression of miRNAs, miRScore evaluates sRNA-seq libraries on an individual basis. This helps account for tissue specificity where a merged library may dilute precision to the point of failure. It also provides a readout of which libraries specifically a miRNA passes in and evidence of replication, which can be useful for downstream analysis. However, this may explain why some miRNAs pass during annotation but fail to meet miRScore criteria. It is worth noting that ShortStack, miRador, and miRScore all use RNAfold [35] to predict secondary structure. In addition, the congruence between Shortstack and miRScore at least partially reflects the shared authorship of the two tools. 

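Reads of the *MIRNA* loci of *S. hermonthica* were found in both tissues. Of the 68 loci, 0 had at least 10 reads in haustorium libraries only and 0 in leaf libraries only. With 4 haustorium libraries and 2 leaf libraries, these counts were not on equal terms. Reads of rice small RNAs identical to *S. hermonthica* sequences could be in the haustorium libraries and were not separated here. At 55 loci, including all of the 10 most abundant, the mean CPM of the leaf libraries was above that of the 4 haustorium libraries. Against stage 6 haustorium alone, the leaf mean was lower at Cluster_1694, Cluster_19813 and Cluster_19814 and higher at the rest of the 10. After TMM, 55 of the 68 log2 fold changes were above 0, and 9 of those of the 10 most abundant loci, but without leaf replicate 2 only 37 of the 68 and 5 of the 10 were. Between leaf and the mean of the haustorium groups, the log2 fold change after TMM had a median of 0.59 over the 68 loci, against 0.12 over all loci tested, and ranged from -3.07 to 3.41 with a median standard error of 0.88. The median over the 68 loci was 0.15 without leaf replicate 2 and 1.07 without stage 6 haustorium replicate 1. Between leaf and stage 6 haustorium alone, the median was 0.50 over the 68 loci and 0.05 over all loci tested. Over the 68 loci that median was -0.17 without leaf replicate 2 and 1.31 without stage 6 haustorium replicate 1. In the contrast with both haustorium groups, no *MIRNA* locus passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. This held over all loci tested and adjusted over the list alone. Of the 68 loci, 1 had an unadjusted p under 0.05, no more than this threshold passes on average when no locus differs. With a filter of 10 counts in every library, edgeR's p adjusted over the list alone passed for that 1 locus (0.0309). It is Cluster_14355, on contig CACSLK010027752.1 from 15788495 to 15788648, which was chosen after its value was seen. It had 149 ± 169 CPM (SD, n = 2) in leaf and 11.8 ± 8.78 CPM (SD, n = 4) in haustorium, a log2 fold change of 3.41 (standard error 0.74, adjusted p = 0.99998 from edgeR, 0.303 adjusted over the list alone). The fold change was 2.29 without leaf replicate 1 and 4.03 without leaf replicate 2. In this contrast DESeq2 called it (adjusted p = 0.0202) and no other *MIRNA* locus. Against stage 6 haustorium alone, at 18.8 ± 4.70 CPM (SD, n = 2), the log2 fold change of Cluster_14355 was 2.69 (standard error 0.92). There edgeR's p adjusted over the list alone was 0.981, and DESeq2 called no *MIRNA* locus. Among the 10 most abundant loci, Cluster_10466 had a log2 fold change of 1.83 (standard error 0.98) and Cluster_19813 one of -0.21 (standard error 0.82).

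**Figure D2:**
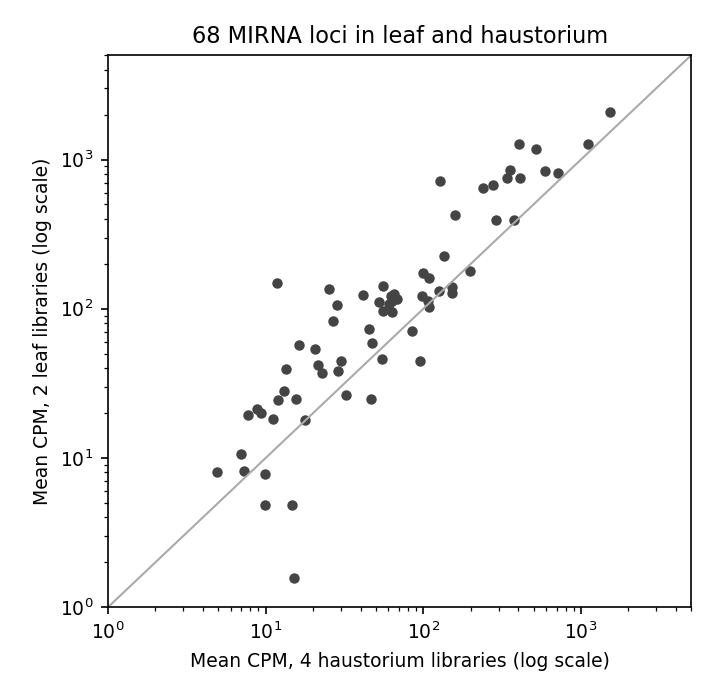
Mean CPM of each of the 68 *MIRNA* loci in the 4 haustorium libraries (horizontal, log scale) and the 2 leaf libraries (vertical, log scale), 1 point per locus, with a line at equal values. At 55 loci the point lies above the line, and none of these differences passed edgeR's test at its main settings. With a filter of 10 counts in every library, Cluster_14355 passed when adjusted over the list alone.

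The share of reads in *MIRNA* loci was 1.01% ± 0.408 (SD, n = 4) over all haustorium libraries. Its difference from leaf did not exceed the spread of the libraries (two-sided exact permutation test, p = 0.4). The 15 splits allow no two-sided p below 0.133 in this test. Both leaf libraries were above every haustorium library in CPM at 5 loci and below at 0, where chance gives 4.53 in each direction. As a set, the *MIRNA* loci were higher in leaf than other loci by camera with a preset correlation (p = 0.00215, 0.00645 adjusted over 3 contrasts), but not with an estimated correlation (p = 0.367). The camera call, from limma, was lost when a single library was left out, with a p of 0.103 without haustorium replicate 1, 0.583 without stage 6 haustorium replicate 2 and 0.538 without leaf replicate 2. Between leaf and haustorium, edgeR called 0 of the 24421 loci it tested (795 at an unadjusted p under 0.05) and DESeq2 called 201 of 25056. The 795 loci are fewer than a threshold of 0.05 passes on average when no locus differs. The 0 says little about whether loci differ, since in data simulated at the spread of these libraries edgeR recovered 0 of 50 loci changed 256-fold.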

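Library by library, between 64 and 66 of the 68 *MIRNA* loci of *S. hermonthica* reached 10 reads, and 58 did so in every library. The other 10 loci fell under 10 reads in 1 library (5 loci) or in 2 libraries (5 loci). At 0 of these loci were both libraries of a group under 10 reads. Cluster_19446, on contig CACSLK010030184.1 from 544013 to 544140, had 0 reads in haustorium replicate 3 and between 296 and 968 reads in each of the other libraries. Cluster_10725, on contig CACSLK010024531.1 from 240964 to 241075, had 0 reads in haustorium replicate 1 and between 135 and 362 elsewhere. Cluster_12135, on contig CACSLK010026072.1 from 1156514 to 1156638, had 2 reads in haustorium replicate 1 and 0 in leaf replicate 2, with 241 to 371 in the others. Cluster_16346, on contig CACSLK010027832.1 from 3228690 to 3228860, had 3 reads in leaf replicate 1 and 2197 in leaf replicate 2. These 4 loci were chosen after their values were seen. A count of 0 allows up to 3 reads, or 0.358 CPM in haustorium replicate 1, 0.442 CPM in haustorium replicate 3 and 0.36 CPM in leaf replicate 2, for counting error only.

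**Figure D3:**
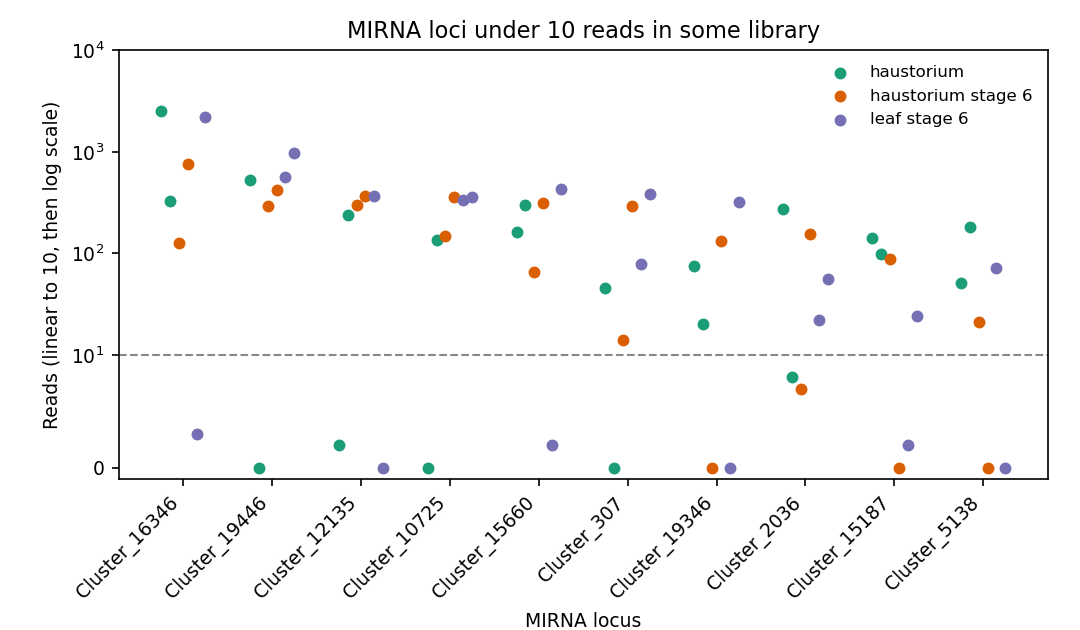
Reads (linear to 10, then log scale) of the 10 *MIRNA* loci that had fewer than 10 reads in some library, 1 point per library and 2 libraries per group, with a dashed line at 10 reads. Every locus has points above 10 reads in at least 4 libraries, and 7 of the loci have a point at 0.

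With a single leaf library, the tissue readout changed: without leaf replicate 1, 2 loci had at least 10 reads in haustorium libraries only, and without leaf replicate 2, 4 loci did.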

A workflow for each software is included in the supplementary material (S5 File). Overall, miRScore effectively evaluated the outputs of several *MIRNA annotation* tools in plants, confirming its utility in diverse annotation workflows.

## Availability and future directions

miRScore is an open-source python code, and instructions are available on GitHub at https://github.com/Aez35/miRScore. A Bioconda recipe for miRScore is available, allowing easy installation using the conda package manager [37]. In this study, we demonstrate that miRScore effectively validates *MIRNAs* in both annotated and novel *MIRNA* datasets across plant and animal species. miRScore enables rapid and robust analysis of *MIRNA* loci, without requiring a reference genome, and offers detailed metrics and visualizations for each locus to support comprehensive analysis of *MIRNA* datasets. We believe that miRScore will contribute to improving *MIRNA* annotation quality and provide a tool for researchers to quickly verify annotations prior to downstream analysis. In addition, miRScore will provide an automated validation tool which will reduce the time it takes to validate novel *MIRNAs* prior to publication and database submission*.* miRScore’s ability to identify high confidence *MIRNAs* using widely accepted criteria quickly and accurately provides a valuable tool, contributing to the enhancement of *MIRNA* annotation quality in future studies.

## Methods

### Annotated datasets

Annotated *MIRNAs* from *Oryza sativa, Arabidopsis thaliana, Zea mays, Mus musculus,* and *Homo sapiens* were tested using miRScore version 0.3.2*.* Mature miRNA and hairpins sequences for each species were downloaded from either miRBase version 22.1 or MirGeneDB version 3.0. The miRNA file submitted to miRScore for each species contained sequences for both the annotated miRNA and miRNA* sequence where applicable. Several miRNAs from miRBase in some species began at position one of their respective hairpins and did not allow for evaluation of the miRNA duplex, particularly the two-nucleotide 3’ overhang structure. In these instances, miRScore will report the offending sequences and quit the run. These miRNAs were therefore removed from the dataset prior to running miRScore. This was not an issue with miRNAs sourced from MirGeneDB, as the database included an option to download extended precursors. Both miRBase and MirGeneDB data require some processing to harmonize naming conventions prior to miRScore analysis: Details are provided in S6 File. sRNA-seq data accession numbers and sources used for evaluation are listed in Table 3 and S1 File.

### Processing and alignment of small RNA-seq data

Small RNA-seq data for each dataset were trimmed to remove 3’ adapters using the ‘-autotrim’ feature of miRScore. Trim keys for each dataset were set to the miRScore default of ath-miR166a (UCGGACCAGGCUUCAUUCCCC) for plants and hsa-let-7a (UGAGGUAGUAGGUUGUAUAGUU) for animals. The trimmed sRNA-seq data were aligned to hairpin sequences using bowtie [36] version 1.3.1 with options ‘-v0 -a –no-unal –norc’. The BAM alignment files were merged and read groups were used to count reads that mapped to each hairpin using samtools [34] version 1.20.

### Striga hermonthica growth and sRNA-seq library preparation

*Striga hermonthica* Kibos ecotype was grown on host *Oryza sativa* ssp. japonica variety Kitaake under 16-hour light conditions in a quarantine facility at 30°C for 45 days. Haustorium and leaf tissue were collected from *S. hermonthica* and total RNA was extracted using Zymo Quick-RNA Plant Miniprep Kit. sRNA-seq libraries were prepared essentially as described in Maguire et al. [44]. Sequencing of the prepared libraries was performed on an Illumina NextSeq2000. New small RNA-seq libraries from *S. hermonthica* have been deposited at NCBI GEO under accession GSE282265.

### de novo MIRNA datasets

*MIRNAs* were annotated in four plant species using ShortStack version 4.0.4 [17], miRador commit c68c153 [19], and miRDeep-P2 version 1.1.4 [21] (See S5 File). All annotation software were run on default settings for *de novo MIRNA* discovery. Genome assembly versions were: *Arabidopsis thaliana* (TAIR 10), *Oryza sativa* (IRGSP-1.0)*, Striga hermonthica* assembly SHERM (GCA_902706635.1)*, and Zea mays* (Zm-B73-REFERENCE-NAM-5.0)*.* sRNA-seq data for *Striga hermonthica* was generated as described above. sRNA-seq data for the other plant species were acquired from accession numbers in S1 File. Mature miRNA and hairpin sequences from resulting annotations were parsed and saved to two separate FASTA files. These FASTA files were used to test validation of *de novo MIRNAs* using miRScore version 0.2.0. The same sRNA-seq data used for *MIRNA annotation* were used to run miRScore for each species.

### Plots

Data plotted in Figs 2 and 4 are taken from S1, S2, and S3 Files. Code used to produce the actuals plots is given in S7 File.

## Supporting information

S1 File SRA accession numbers of sRNA-seq libraries used for testing miRScore on each dataset.

S2 File miRScore results file for miRNA datasets from MirGeneDB and miRBase for two animal species (*Homo sapiens* and *Mus musculus).*

S3 File miRScore results file for miRNA datasets from MirGeneDB and miRBase for three plant species *(Arabidopsis thaliana*, *Oryza sativa*, and *Zea mays).*

S4 File miRScore results files from *de novo MIRNAs* from three annotation software of four plant species.

S5 File Markdown pdf file describing *de novo* annotation pipeline for plant miRNAs used to test miRScore handling of *de novo* annotations.

S6 File Markdown file describing how to prepare miRBase and MirGeneDB data for running miRScore.

S7 File R script file for generating Figs 2 and 4. Format: Plain text/ R code (.R).
(R)

S1 Fig Explanation of read alignment, precision, and variance. (A) When counting miRNA duplex reads, a variance window of -/ + 1 nt from the indexed start/stop position of the miRNA and miRNA*. Reads which start and stop within this window are counted towards the total miRNA duplex count and used to determine precision. (B) Example of reads which are included in total count of hsa-mir-212 miRNA (red), miRNA* (blue), and those that are not included in count (black). Read length (len) and number of reads aligned at that position (al) can be found on the right side. (C) Example of reads included in ath-MIR167a miRNA (red), miRNA* (blue), and those that are not included (black).
(DOCX)

S2 Fig Upset plot of result and flags for *MIRNAs* sourced from miRBase and MirGeneDB for animal species. See S2 File for source data. (A) *Mus musculus* (mmu) mirbase *MIRNA* results and flags. (B) *Homo sapiens* (hsa) mirbase *MIRNA* results and flags. (C) mmu MirGeneDB *MIRNA* results and flags. (D) hsa MirGeneDB *MIRNA* results and flags.
(DOCX)

S3 Fig RNAplots of *MIRNA* secondary structures. (A) Plot of Hsa-Mir-9-P1 from MirGeneDB with annotated miRNA (orange) and miRNA* (blue). (B) Plot of hsa-let-7a-1 from miRBase with annotated miRNA (orange) and miRNA* (blue).
(DOCX)

S4 Fig Upset plot of results and flags for *MIRNAs* sourced from miRBase for plant species. See S3 File (A) *Arabidopsis thaliana* (ath) *MIRNA* results and flags. (B) *Oryza sativa* (osa) *MIRNA* results and flags. (C) *Zea mays* (zma) *MIRNA* results and flags.
(DOCX)

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S5 File

# Pipeline for reproducing annotation results from Vanek et al., 2025

---

Reference genomes used for analysis:

Arabidopsis thaliana genome: GCF\_000001735.4\_TAIR10.1\_genomic.fa

Zea mays genome: Zm-B97-REFERENCE-NAM-5.0.fa

Oryza sativa genome: osa1\_r7.asm.fa

Striga hermonthica genome: GCA\_902706635.1\_SHERM\_genomic.fa

Arabidopsis thaliana FASTQ: SRR218096, SRR218092, SRR218099, SRR218098, SRR218085

Zea mays FASTQ: SRR032087, SRR023088, SRR032089, SRR032090, SRR032091

Oryza sativa FASTQ: SRR037234, SRR037235, SRR037236, SRR037237, SRR218085

Striga hermonthica FASTQ: GEO accession GSE282265

All example commands are for Arabidopsis thaliana, but similar commands were used for each species.

## miRador

miRador was run in accordance with their GitHub page: <https://github.com/rkweku/miRador>.

The 'miRador.ini' file is provided in supplemental data. sRNA-seq data was trimmed prior to running miRador using ShortStack trim feature.

Upon running miRScore, several precursors were found not to have mature miRNAs in the finalAnnotatedCandidates.fa and were removed.

miRador output for miRScore input:

**miRNAs:** finalAnnotatedCandidates.fa

**precursors:** precursors.fa

**FASTQ files:** trimmed FASTQ files input to miRador

## ShortStack

ShortStack was run using the following command:

```
ShortStack --genomefile GCF_000001735.4_TAIR10.1_genomic.fa --outdir  
ss_ath --autotrim --threads 5 --dn_mirna --readfile fastq/*
```

The following AWK commands were used to parse the mature miRNA and precursor sequences from the miRDP2 output:

```
#mature miRNAs  
cat mir.fasta | grep -A1 'mature\\|star' | grep -v -e '--'> mirnas.fa
```

```
#Adjust names to be more concise
cat mirnas.fa| sed 's/::.*//' >mirnas_adj.fa

#hairpins
cat mir.fasta | grep -v "mature\|star" | grep -A1 ">" | grep -v -e '--
'>hairpins.fa

#Adjust names to be more concise
cat hairpins.fa| sed 's/::.*//' >hairpin_adj.fa
```

ShortStack output for miRScore input:

**miRNAs:** mirnas\_adj.fa

**precursors:** hairpin\_adj.fa

**FASTQ files:** FASTQ files input to ShortStack

## mirdeep-p2

miRDeep-P2 was run using several commands in accordance with the developer's pipeline:

[https://github.com/TF-Chan-Lab/miRDeep-P2\\_pipeline](https://github.com/TF-Chan-Lab/miRDeep-P2_pipeline)

sRNA-seq data was trimmed prior. These are the same files used for miRador analysis.

1. Reference genome index file was created:

```
bowtie-build GCF_000001735.4_TAIR10.1_genomic.fa athGenome
```

2. Run miRDeep-P2 miRNA prediction:

```
mkdir result
miRDP2-v1.1.4_pipeline.bash -g GCF_000001735.4_TAIR10.1_genomic.fa -x
athGenome -q -b fastq_list.txt -o result
```

Note that the 'fastq\_list.txt' is a user-generated list of your FASTQ files. Also note that at this step, an error regarding the .ori files appeared and required moving the files back a directory.

3. Extracted predicted miRNA sequences from miRDP2 results:

```
perl ./miRDeep-P2_pipeline-main/script/parse_miRDP2_prediction.pl
miRDP2_predictions_list.txt miRDP2
```

Note that the 'miRDP2\_predictions\_list.txt' is a user-generated file containing the locations of all prediction files generated from step 2.

The following AWK commands were used to parse the mature miRNA and precursor sequences from the miRDP2 output:

```
#mature miRNAs
awk '/^>/ {id=$1; next} {split($0, a, ","); print id "\n" a[length(a)]}'
miRDP2_mature.fa > mature.fa

#hairpins
python prec_prim.py
```

prec\_prim.py is a custom python script included in supplemental used to extract hairpins from mature miRNAs which had the precursor in the header.

miRDeep-P2 output for miRScore input:

**miRNAs:** mature.fa

**precursors:** hairpin.fa

**FASTQ files:** trimmed FASTQ files input to miRDeep

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S6 File

Preparing miRBase and MirGeneDB data for miRScore

---

miRBase

Example : *Arabidopsis thaliana*

1. Download the 'mature.fa' and 'hairpin.fa' file from miRBase download page.

```
#precursor sequences
wget -O hairpin.fa "https://mirbase.org/download/hairpin.fa"

#mature sequences
wget -O mature.fa "https://mirbase.org/download/mature.fa"
```

2. Prepare hairpin file by converting to single line FASTA

```
awk '/^>/ {if (seq) print seq; print; seq=""; next} {seq = seq $0} END
{print seq}' hairpin.fa > singleline_hairpin.fa
```

3. Parse out ath entries and adjust names to be more concise. The mature miRNA and hairpin names must match!

```
# Hairpin sequences
cat singleline_hairpin.fa | grep -A1 "thaliana" | grep -v -e '--' >
ath_hairpins.fa

sed -i 's/ .*//' ath_hairpins.fa

# miRNA and miRNA* sequences
cat mature.fa | grep -A1 "thaliana" | grep -v -e '--' > ath_mature.fa

sed -i 's/ .*//' ath_mature.fa
```

4. Download fastq files

```
mkdir fastq
cd fastq
fasterq-dump SRR218096
```

At this stage, if you run miRScore it will inform you of the following:

Error! The following entries in the MIRNA hairpin file 'ath_hp.fa' have no mature sequences that match their identifiers in file 'ath_mat.fa'. ['ath-MIR161', 'ath-MIR779', 'ath-MIR780', 'ath-MIR869', 'ath-MIR1886']
Please check all hairpins in the hairpin FASTA file have miRNAs in the mature FASTA file with the same name. If you have multiple miRNAs assigned to a single locus (i.e. osa-miR159a.1/osa-miR159a.2 to osa-MIR159a) please run 'hairpinHelper' then rerun miRScore with the 'miRScore_adjusted_hairpins.fa' file as the hairpin FASTA input.

So you need to run hairpinHelper like so:

```
hairpinHelper -mature ath_mature.fa -hairpin ath_hairpins.fa
```

Alternatively, you could just remove those entries from the hairpin file.

5. Run miRScore using adjusted hairpins

```
miRScore -mature ath_mature.fa -hairpin miRScore_adjusted_hairpins.fa -  
fastq fastq/* -autotrim -kingdom plant -out ath_results
```

MirGeneDB

Example : *Homo sapiens*

1. Download precursors w/ flank and mature sequences

```
#precursors sequences  
wget -O hsa-pri.fa "https://mirgenedb.org/fasta/hsa?pri=1"  
  
#mature sequences  
wget -O hsa-mat.fa "https://mirgenedb.org/fasta/hsa?mat=1"
```

2. Adjust precursors to not have '_pri' and miRNAs need to have '-3p' not "_3p" in order for miRScore to recognize.

```
#Precursor  
sed -i 's/_pri//' hsa-pri.fa  
  
#Mature  
sed -i '/^>/ s/_\([35]p\)/-\1/' hsa-mat.fa
```

3. Download fastq files

```
mkdir fastq  
cd fastq  
fasterq-dump SRR518956
```

4. Run miRScore

```
miRScore -mature hsa-mat.fa -hairpin hsa-pri.fa -kingdom animal -fastq  
fastq/* -autotrim -out hsa_results
```

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S1 Fig — (A) When counting miRNA duplex reads, a variance window of -/ + 1 nt from the indexed start/stop position of the miRNA and miRNA*. Reads which start and stop within this window are counted towards the total miRNA duplex count and used to determine precision. (B) Example of reads which are included in total count of hsa-mir-212 miRNA (red), miRNA* (blue), and those that are not included in count (black). Read length (len) and number of reads aligned at that position (al) can be found on the right side. (C) Example of reads included in ath-MIR167a miRNA (red), miRNA* (blue), and those that are not included (black).

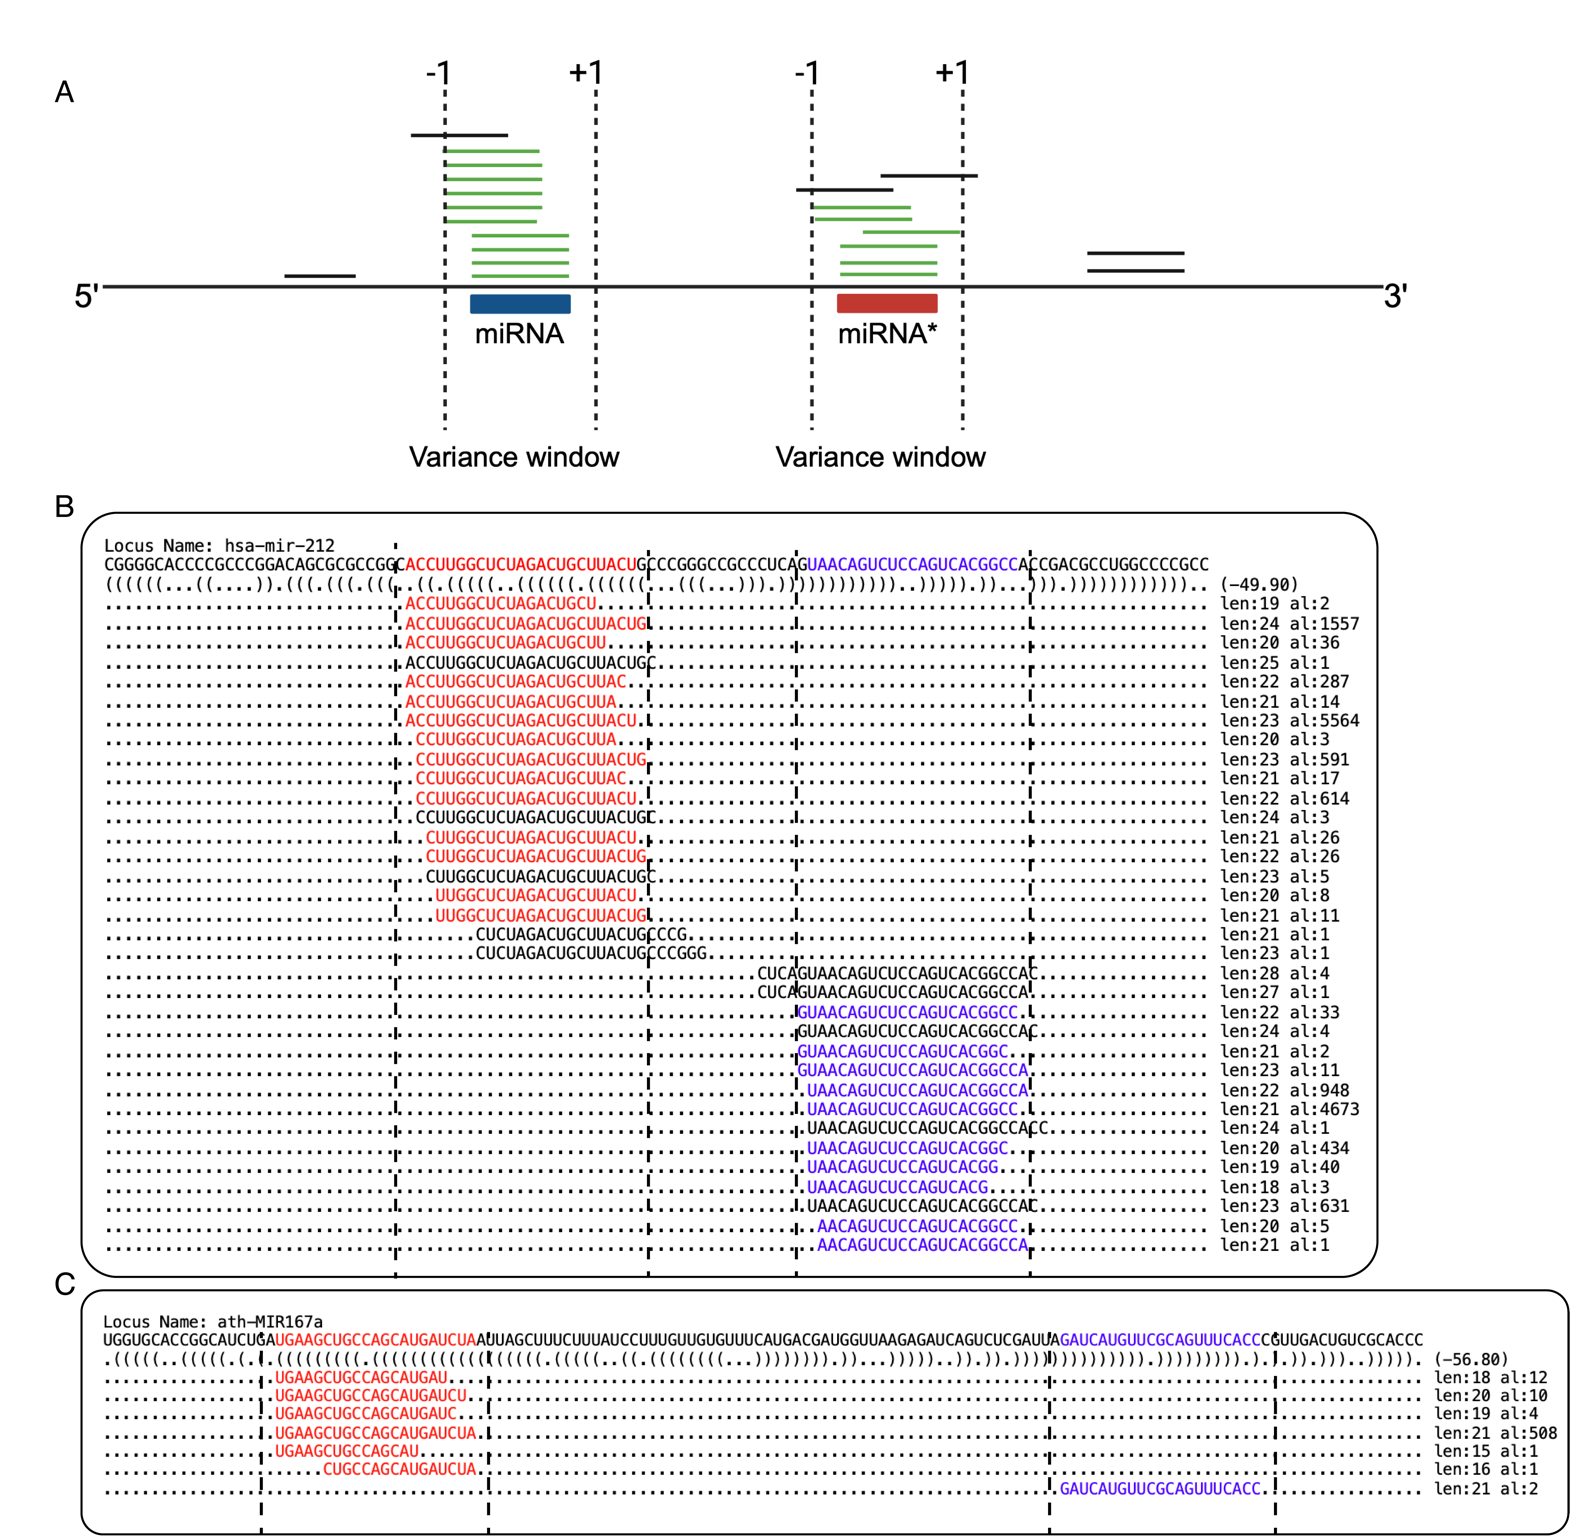

**Supplemental Figure S1.** Explanation of read alignment, precision, and variance. (A) When counting miRNA duplex reads, a variance window of -/+ 1 nt from the indexed start/stop position of the miRNA and miRNA*. Reads which start and stop within this window are counted towards the total miRNA duplex count and used to determine precision. (B) Example of reads which are included in total count of has-mir-212 miRNA (red), miRNA* (blue), and those that are not included in count (black). Read length (len) and number of reads aligned at that position (al) can be found on the right side. (C) Example of reads included in ath-MIR167a miRNA (red), miRNA* (blue), and those that are not included (black).

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S2 Fig — See S2 File for source data. (A) Mus musculus (mmu) mirbase MIRNA results and flags. (B) Homo sapiens (hsa) mirbase MIRNA results and flags. (C) mmu MirGeneDB MIRNA results and flags. (D) hsa MirGeneDB MIRNA results and flags.

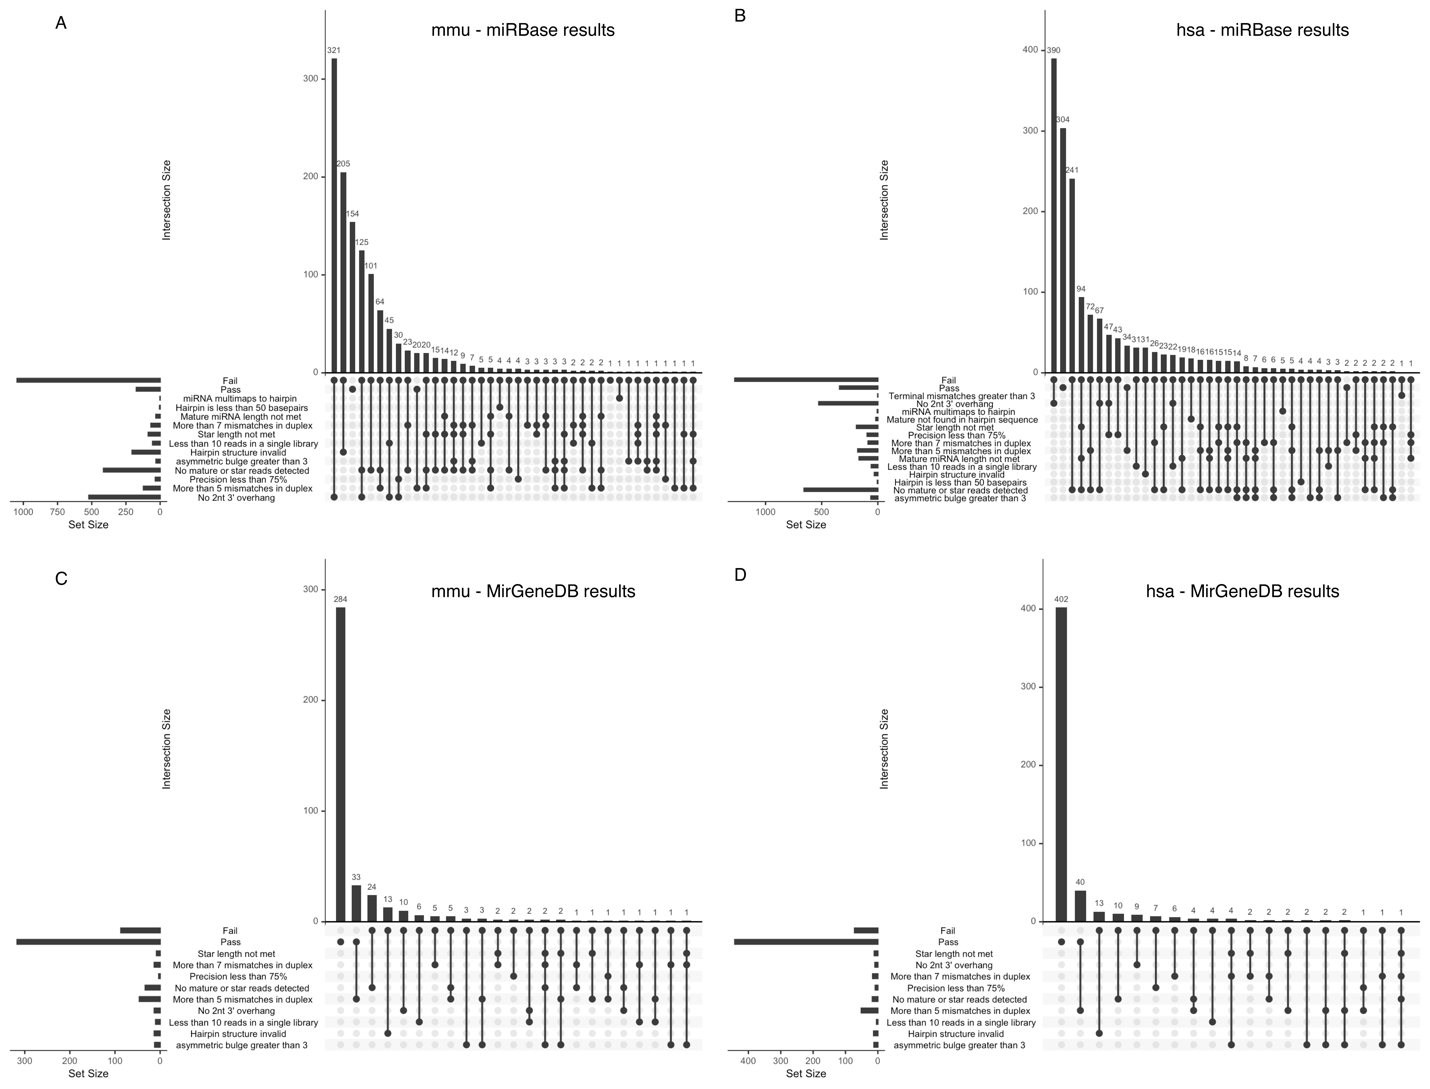

**Supplemental Figure S2.** Upset plot of result and flags for *MIRNAs* sourced from miRBase and MirGeneDB for animal species. See Supplemental File S2 for source data. (A) *Mus musculus* (mmu) mirbase *MIRNA* results and flags. (B) *Homo sapiens* (hsa) mirbase *MIRNA* results and flags. (C) mmu MirGeneDB *MIRNA* results and flags. (D) hsa MirGeneDB *MIRNA* results and flags.

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S3 Fig — (A) Plot of Hsa-Mir-9-P1 from MirGeneDB with annotated miRNA (orange) and miRNA* (blue). (B) Plot of hsa-let-7a-1 from miRBase with annotated miRNA (orange) and miRNA* (blue).

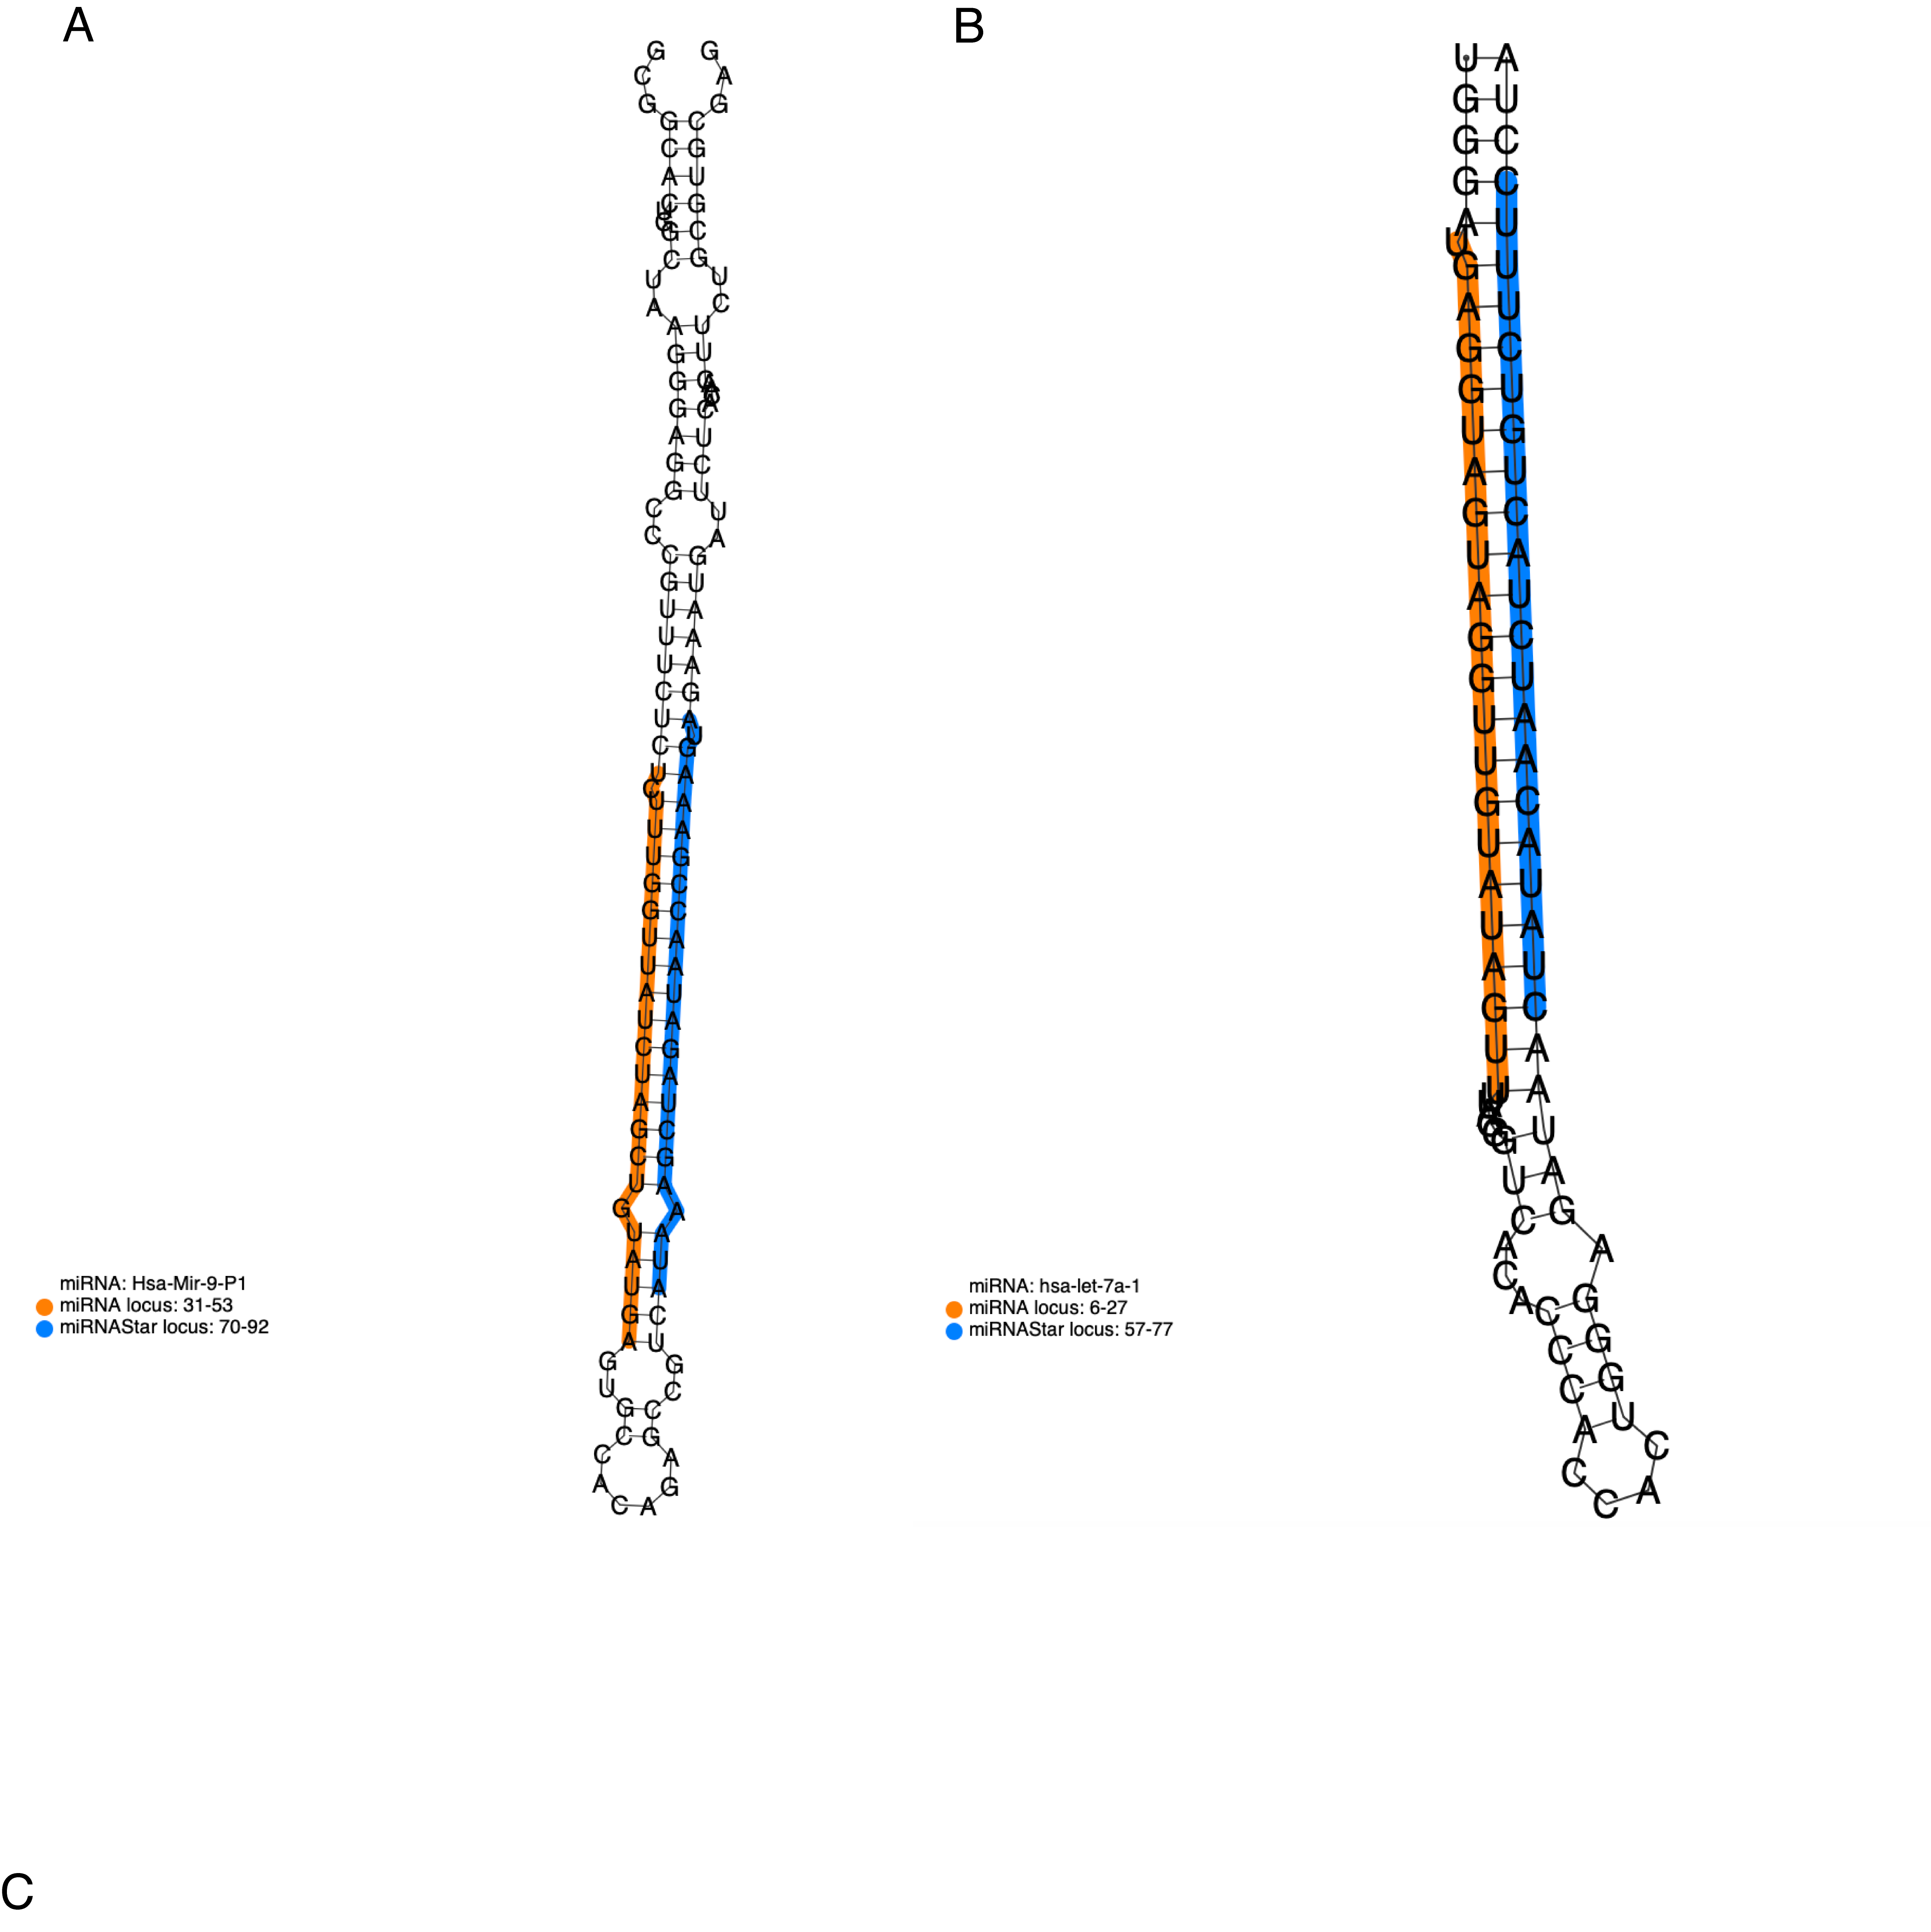
 **Supplemental Figure S3.** RNAplots of *MIRNA* secondary structures. (A) Plot of Hsa-Mir-9-P1 from MirGeneDB with annotated miRNA (orange) and miRNA* (blue). (B) Plot of hsa-let-7a-1 from miRBase with annotated miRNA (orange) and miRNA* (blue).

# Supplementary material for: miRScore: A rapid and precise microRNA validation tool
**Source:** PLoS Comput Biol. 2025 Nov 3;21(11):e1013663. doi: 10.1371/journal.pcbi.1013663
**Supplement:** S4 Fig — See S3 File (A) Arabidopsis thaliana (ath) MIRNA results and flags. (B) Oryza sativa (osa) MIRNA results and flags. (C) Zea mays (zma) MIRNA results and flags.

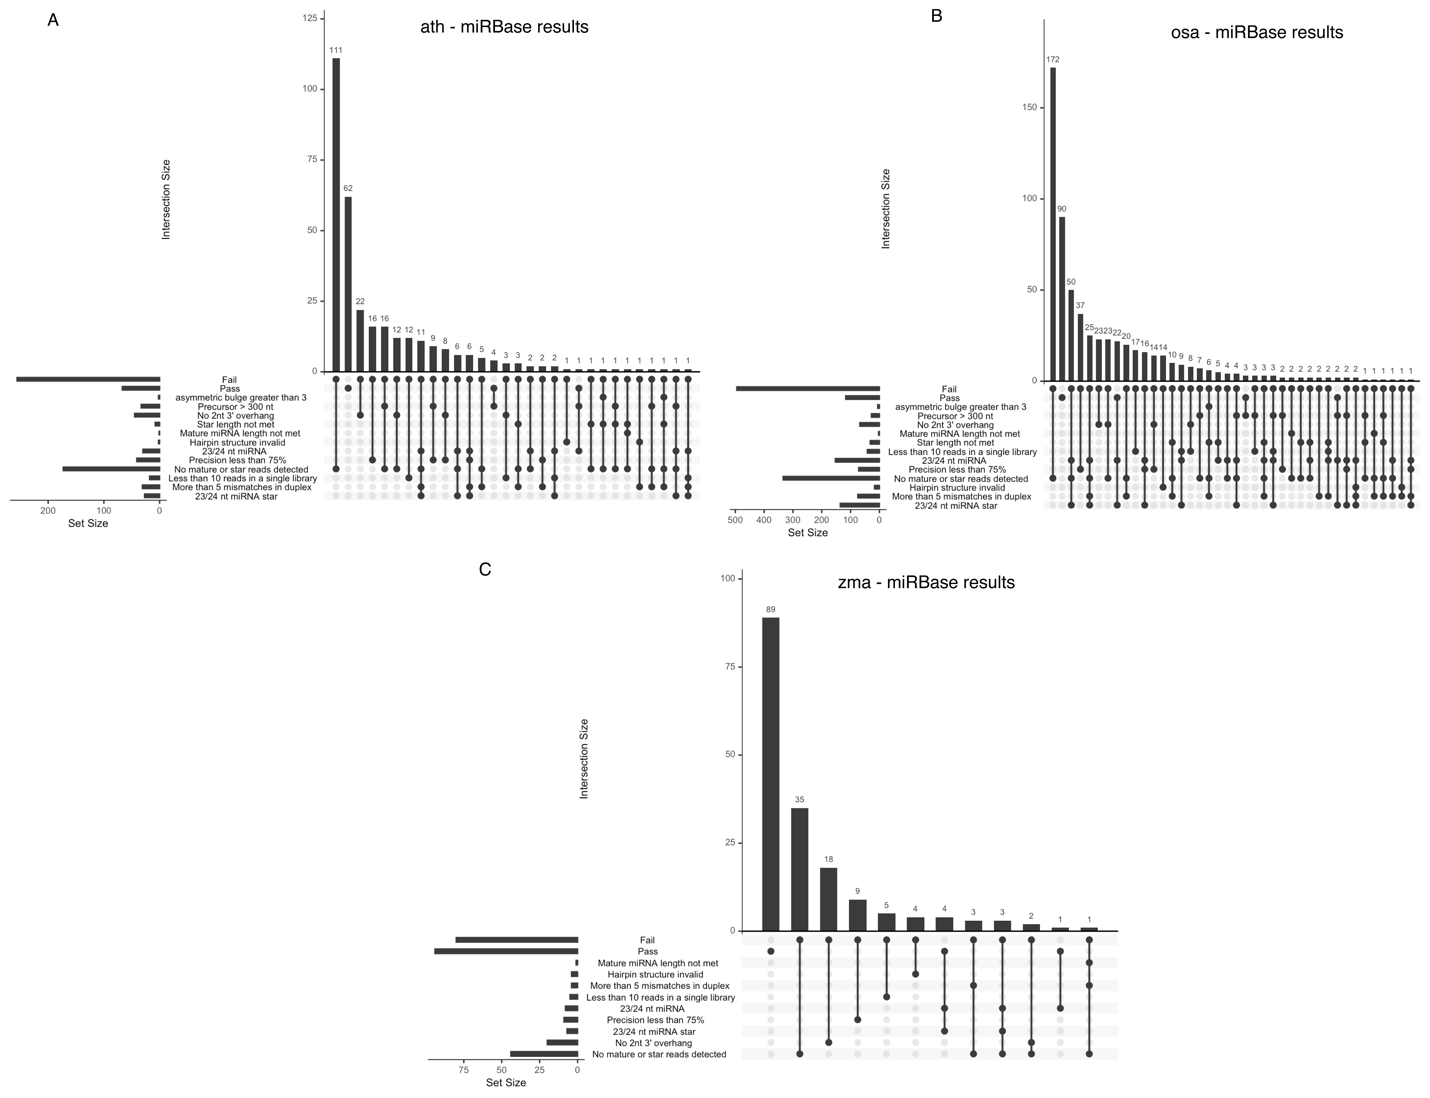

**Supplemental Figure S4.** Upset plot of results and flags for *MIRNAs* sourced from miRBase for plant species. See Supplemental File S4 (A) *Arabidopsis thaliana* (ath) *MIRNA* results and flags. (B) *Oryza sativa* (osa) *MIRNA* results and flags. (C) *Zea mays* (zma) *MIRNA* results and flags.

How the deposited data were processed for this re-analysis (not part of the article)

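Small RNA of *Striga hermonthica* was counted in 6 libraries: 2 of haustorium without a stage in the labels, 2 of haustorium at stage 6 and 2 of leaf at stage 6. The authors trimmed 3' adapters, ran ShortStack 4.0.4 on default settings for de novo *MIRNA* discovery with the SHERM assembly, and deposited, for each library, the raw count of reads per small RNA locus with the locus coordinates and a mark for *MIRNA* loci. The aligner settings inside ShortStack are not given in the sources used here. The counts were used as deposited, and the total of the 25056 loci was taken as the depth of a library, from 3031863 to 8381235 reads. Reads outside these loci were not analysed here. A count of 0 allows up to 3 reads, and intervals and floors cover counting error only, since PCR copies were not separated from independent molecules.

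CPM was computed over all counted reads of a library. Groups were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05) on a design of 3 groups, which left 24421 loci tested and 3 residual degrees of freedom. The contrasts were leaf against the mean of the haustorium groups, leaf against stage 6 haustorium, and stage 6 haustorium against haustorium without a stage. The *MIRNA* loci were also tested as a set with camera (preset correlation 0.01, prior count 2) and fry in limma 3.58.1. Shares of reads were compared with an exact permutation test. DESeq2 1.42.0, other normalizations, filters, thresholds and read floors, a replicate block, and leaving out each library in turn were the alternatives. These choices and the rule for named loci were made before the data were examined: the 10 *MIRNA* loci and the 5 loci of any kind with the highest mean CPM over the group means, *MIRNA* loci under 10 reads everywhere or found in 1 tissue only, and loci called by edgeR in a contrast. No locus met the last 2 parts.

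The edgeR test was tested on simulated data with the library sizes of these samples. At a biological coefficient of variation of 0.2, it recovered 50 of 50 loci changed 4-fold between leaf and haustorium. At the spread estimated for each locus from these libraries (common coefficient of variation 1.00), it recovered 0 of 50 loci changed 256-fold. Each of these results comes from a single simulated data set. Gene positions came from a table of 29520 annotated genes of the SHERM assembly, matched to loci by contig and coordinates. No genome sequence was used here, so loci were matched to no miRNA family. Computation and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.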

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

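The tests of swapped labels and of tissue and stage were chosen only after the result was seen. Loci outside those the paper discusses gave signal in every library: pooled over the 6 libraries, Cluster_18812 held 4.44% of all counted reads, Cluster_13536 1.87%, Cluster_11977 1.78%, Cluster_4659 1.64% and Cluster_16830 1.36%. Their shares and their order differed between libraries, from 1.68% to 7.49% for Cluster_18812, 0.216% to 3.90% for Cluster_13536, 1.15% to 2.41% for Cluster_11977, 0.436% to 2.74% for Cluster_4659 and 0.198% to 2.70% for Cluster_16830. None of these 5 loci is marked as *MIRNA*, and they are the most abundant small RNA loci by mean CPM. Cluster_18812 lies on contig CACSLK010028053.1 from 3400637 to 3401111, 141 nt from the gene SHERM_02446. Cluster_13536 overlaps the gene SHERM_23235, and Cluster_11977 covers positions 1 to 2665 of a contig without an annotated gene.

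Libraries of a group were no more alike than libraries of different groups. Across all loci, which are not independent replicates, the Spearman correlation had a median of 0.347 within groups (3 pairs) and 0.376 between groups (12 pairs). Across the *MIRNA* loci alone the medians were higher, at 0.711 within and 0.726 between groups. Over all loci, sampling noise alone, simulated from the pooled profile at the real totals, gave a median of 0.944 against 0.367 observed. This covers the counting of reads only: separate samples differ by more than that in any case, and reads copied from few molecules are not independent, so depth in molecules stays open, although the test was set up to exclude it. In 0 of 30 reassignments of the libraries did every correlation within groups exceed every correlation between groups, but the labelled pairs ranked only 9 of 15 pairings by mean correlation (0.322). The highest mean, 0.406, came from pairing stage 6 haustorium replicate 1 with leaf replicate 2, and stage 6 haustorium replicate 2 with leaf replicate 1, the 2 libraries with the highest TMM factors. An exchange of labels, tissue and stage, and differences between plants or library preparations cannot be told apart, since each group has 2 libraries and no source used here names a batch. The names of the count columns give stage 6 haustorium replicate 1 and leaf replicate 1 the same sample index, so there may have been more than 1 run, but they do not show which libraries shared one.

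At 7 *MIRNA* loci, at least 1 library had no read and another at least 100. Sampling noise predicted 1.64e-07 such loci, again for the counting of reads only, so few molecules stay open here too. Of 10000 lists of 68 other loci matched on mean CPM, 81.8% held as many or more, so the pattern is not a property of *MIRNA* loci alone. If a few molecules had each been copied about equally often before sequencing, the ratio of variance to mean would not grow with the mean, and its slope on the log10 scale would be near 0. The slope was 0.83 (95% bootstrap interval 0.75 to 0.94, 12400 values), near the 1 of a constant coefficient of variation, but it was taken over all loci and differences between samples raise it whatever the copying, so it does not exclude copying at these 7 loci, as it was set up to do. Copying and differences between plants may account for the pattern and cannot be told apart, and other causes were not tested.

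The *MIRNA* loci varied less between libraries than other loci, with a median SD of log2 CPM over all 6 libraries of 1.06 against 1.34. Within groups, edgeR's median coefficient of variation was 0.860 against 0.849. That is another measure, taken after TMM and without counting noise, and no SD of log2 CPM was computed within groups. Whether the difference also holds within groups is therefore not shown. Lists of other loci matched on mean CPM gave median SDs of log2 CPM from 0.93 to 1.36 (95% of lists), so abundance is a candidate explanation. Among the 61 *MIRNA* loci with reads in every library the median was 1.00, which decides nothing about loci with no read, since no difference from matched lists was left to explain. No biological explanation was tested.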

How the results depend on the processing

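The setting that left out both stage 6 haustorium replicate 2 and leaf replicate 1, the crossed block, the block for stage 6 haustorium against haustorium, the block with an estimated correlation and the choice of Cluster_14355 were made after the data were seen. In every edgeR alternative 0 loci were called in each of the 3 contrasts, which shows no stability, since edgeR recovered 0 of 50 simulated loci changed 256-fold at this spread in each of the first 2. DESeq2 called 98 higher and 103 lower in leaf against haustorium (1 of them *MIRNA*), 58 higher and 58 lower in leaf against stage 6 haustorium, and 193 higher and 200 lower in stage 6 haustorium against haustorium; the cause was not tested. The numbers did not pair the stage 6 libraries (correlation of deviations -0.14). With a replicate block, camera's p was 4.82e-05, 0.035 and 0.00493 (preset correlation) or 0.505, 0.699 and 0.619 (estimated). The fit left 1 residual degree of freedom and dropped haustorium replicate 3 from contrasts 1 and 3, so these p-values decide nothing. Leaf against haustorium uses all 3 groups, so no smaller fit was run.

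For the *MIRNA* set, camera's p was 0.00215, 0.0225 and 0.263 in the 3 contrasts. With an estimated correlation the first 2 became 0.367 and 0.488, and the second 0.178 with library totals only. A different question, whether the set moved at all and not against other loci, gave a p of 0.328 and 0.458 with fry. Leaving out each library gave 4.75e-07 to 0.583, 8.66e-08 to 0.908 and 1.04e-04 to 0.82901. The direction turned for the second without stage 6 haustorium replicate 2 (camera's p 0.114) and for the third without haustorium replicate 1 (0.82901) or stage 6 haustorium replicate 1 (0.0488). With library totals only, the median log2 fold change of all loci moved from 0.12 to 0.32 in leaf against haustorium and from 0.02 to 0.74 in stage 6 haustorium against haustorium.

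The count of *MIRNA* loci with 10 reads in every library was 51 after thinning to the smallest library and 58 to 61 when libraries were left out. With a floor of 5 or 20 reads in place of 10, the count was 59 or 53. Haustorium-only loci numbered 1 after thinning and 0 to 4 when a library was left out. Without the 10 most abundant other loci the *MIRNA* share was 0.871% in haustorium without a stage and 1.61% in stage 6 haustorium, which was 1.13% without the most abundant *MIRNA* locus. Log2 fold changes of leaf against haustorium turned sign within -0.31 to 1.27 (Cluster_1694), -0.50 to 0.29 (Cluster_19813), -0.028 to 0.65 (Cluster_19814), -0.23 to 1.00 (Cluster_21027), -0.87 to 2.43 (Cluster_13957) and -3.31 to 2.28 (Cluster_22010) when a library was left out, while Cluster_10466 ranged from 0.74 to 3.04 over all its alternatives. Cluster_19813 was also at 0.27 with library totals only and 0.19 with the replicate block, and Cluster_22010 at -3.02 without both libraries that stood apart. None of these fold changes passed the test in any setting, DESeq2 included, and the causes were not tested. Adjusted p-values of Cluster_14355 ranged from 0.0202 to 1 over 15 alternatives, and with a filter of 10 counts in every library edgeR's p adjusted over the list alone was 0.0309. Where leaving out a library left 1 in a group, that library was assumed to vary like the other groups.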

Other observations

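Both tests below on where *MIRNA* loci lie were chosen after the result was seen, except the comparison with lists matched on abundance. Some *MIRNA* loci of *S. hermonthica* lie beside each other. Cluster_24065 and Cluster_24066 are separated by 174 nt, Cluster_12332 and Cluster_12333 by 1347 nt, and Cluster_19813 and Cluster_19814 by 2126 nt. Of 10000 random draws of 68 loci, 0.03% held as many as 3 neighbouring pairs within 10 kb, so the *MIRNA* loci may form clusters. The window was chosen after the distances were seen, and neighbouring copies of a sequence can share reads.

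Of the 68 *MIRNA* loci, 0 had their midpoint in an annotated gene, which allows a share of up to 4.41%, against 2460 of 24988 other loci (9.84%). The two-sided Fisher exact p was 0.00161. Of 10000 lists of other loci matched on mean CPM, 0.03% held no locus with its midpoint in a gene (median 7), so abundance does not account for the difference. *MIRNA* loci may therefore lie outside annotated genes more often than other small RNA loci; whether the gene annotation leaves out genes around them was not tested.

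Between stage 6 haustorium and haustorium without a stage, which the paper's text does not separate, 9 of the 10 most abundant *MIRNA* loci had a higher mean CPM at stage 6, but after TMM only 6 of the 10 log2 fold changes, and 39 of all 68, were above 0. None passed edgeR's test. The share of reads in *MIRNA* loci was 1.35% ± 0.203 (SD, n = 2) against 0.676% ± 0.0973 (SD, n = 2). Over all 4 stage 6 libraries against the 2 others, a comparison chosen after the values were seen, the two-sided exact permutation p was 0.133. This is the smallest two-sided p that the 15 splits allow, since both libraries without a stage had lower shares than any other. The test could therefore not reach 0.05. In edgeR's quasi-likelihood test 0 loci differed between the haustorium groups (1073 at an unadjusted p under 0.05), and DESeq2 called 193 higher and 200 lower at stage 6, none of them *MIRNA*. Between leaf and haustorium at stage 6, edgeR called 0 (489 at an unadjusted p under 0.05) and DESeq2 116, none of them *MIRNA*. Both 1073 and 489 loci are fewer than an unadjusted threshold of 0.05 passes on average when no locus differs. At this spread edgeR's 0 says little about whether loci differ.

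The *MIRNA* loci were 102 to 258 nt long (median 130), and other loci had a median of 422 nt. Of the other loci, 39.6% were 415 to 424 nt long, and 424 nt was the most frequent length (1606 loci). These lengths follow the locus limits that ShortStack set, so they need not be lengths of transcripts.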
